# Construction of ceRNA network based on RNA-seq for identifying prognostic lncRNA biomarkers in Perthes disease

**DOI:** 10.3389/fgene.2023.1105893

**Published:** 2023-05-26

**Authors:** Tianjiu Zhang, Xiaolin Hu, Song Yu, Chunyan Wei

**Keywords:** Perthes disease, pathogenesis, ceRNA, RNA-seq, miRNA-seq

## Abstract

**Introduction:** Legg-Calvé-Perthes disease or Perthes disease is a condition that occurs in children aged 2 to 15 years, and is characterized by osteonecrosis of the femoral head, which results in physical limitations. Despite ongoing research, the pathogenesis and molecular mechanisms underlying the development of Perthes disease remain unclear. In order to obtain further insights, the expression patterns of long non-coding RNAs (lncRNAs), miRNAs, and mRNAs in a rabbit model of Perthes disease were analyzed in this study by transcriptome sequencing.

**Methods and results:** The results of RNA-seq analyses revealed that 77 lncRNAs, 239 miRNAs, and 1027 mRNAs were differentially expressed in the rabbit model. This finding suggested that multiple genetic pathways are involved in the development of Perthes disease. A weighted gene co-expression network analysis (WGCNA) network was subsequently constructed using the differentially expressed mRNAs (DEmRNAs), and network analysis revealed that the genes associated with angiogenesis and platelet activation were downregulated, which was consistent with the findings of Perthes disease. A competing endogenous RNA (ceRNA) network was additionally constructed using 29 differentially expressed lncRNAs (including HIF3A and LOC103350994), 28 differentially expressed miRNAs (including ocu-miR-574-5p and ocu-miR-324-3p), and 76 DEmRNAs (including ALOX12 and PTGER2).

**Disscusion:** The results obtained herein provide novel perspectives regarding the pathogenesis and molecular mechanisms underlying the development of Perthes disease. The findings of this study can pave the way for the development of effective therapeutic strategies for Perthes disease in future.

## 1 Introduction

Legg-Calvé-Perthes disease (Perthes disease) is one of the most commonly occurring necrotic diseases in children aged between 2 and 15 years, and is characterized by avascular necrosis of the femoral head (Herring et al., 2004; Rich and Schoenecker, 2013). The prognosis of Perthes disease is strongly associated with age, sex, socioeconomic deprivation, and severity of necrosis of the femoral head (Pavone et al., 2019). The common symptoms of Perthes disease include stiffness of the hip joint, pain, and limping, which decreases the quality of life of the affected children (Landin et al., 1987). The typical clinical methods for treating Perthes disease include the use of a hip-abduction plaster cast or brace immobilization, as well as proximal femoral varus osteotomy, which increases the inclusion of the hip joint (Beer et al., 2008; Nelitz et al., 2009; Rodríguez-Olivas et al., 2022).

The interruption of blood flow to the femoral head is considered to be a crucial factor in the development of Perthes disease (Atsumi et al., 2000). Recent studies investigating the genetic factors associated with Perthes disease have reported that the vascular endothelial growth factor (*VEGF*), Hypoxia Inducible Factor 1 (*HIF1*), and interleukin (IL)-6 are potential contributors to disease development (Kim, 2012; Yamaguchi et al., 2016). Previous studies have identified that *VEGF-a* is a key regulator of endochondral ossification, and studies in piglet (Kim et al., 2004) and rabbit (Li et al., 2008) models have demonstrated that the administration of *VEGF-a* restores endochondral ossification in epiphyseal cartilages. Perthes disease is also characterized by the occurrence of inflammation, which can affect bone remodeling. Interestingly, a previous study demonstrated that the levels of *IL-6* G174C/G597A are significantly lower in patients with Perthes disease (Srzentić et al., 2014). In the study by Ren et al., the administration of the anti-*IL-6* monoclonal antibody, tocilizumab, in a piglet model of Perthes disease significantly increased the bone volume and reduced the number of osteoclasts compared to those of the control group. Additionally, the number of synovial macrophages and vessels was significantly reduced in the group treated with tocilizumab (Srzentić et al., 2014). RNA-seq analysis of samples of femoral heads following fracture revealed that *FGF2*, *IGF1*, *SOX9*, *COL2A1*, and *FAM201A* could be involved in the osteonecrosis of the femoral head (Huang et al., 2018). It is believed that the pathogenesis of Perthes is mediated by a complex network of genes and gene-gene interactions, instead of a single gene (Pavone et al., 2019). We have previously demonstrated that gene-gene interactions being complexed in different disease (Wei et al., 2016; Hu et al., 2022). However, further studies are necessary for investigating the interactions and mechanism of regulation of these genes.

Next-generation sequencing technologies have enabled the comprehensive transcriptome-wide analysis of gene expression in various diseases in recent years. Previous studies have demonstrated that long non-coding RNAs (lncRNAs) act as competing endogenous RNAs (ceRNAs) by sponging miRNAs. This subsequently inhibits the exchange of miRNA response elements with mRNAs by increasing the competition for common miRNAs (Salmena et al., 2011). Growing evidence suggests that the abnormal expression of lncRNAs and miRNAs may be associated with the pathogenesis of Perthes disease. Using microarray data, Wang et al. developed a co-expression network of lncRNAs and mRNAs, and identified 13 lncRNAs that were significantly associated with the development of Perthes disease (Wang et al., 2022). Another study demonstrated that miR-214 promotes the viability of chondrocytes and reduces apoptosis by suppressing *Bax* (Zhu et al., 2019), while *miR-206* promotes cellular apoptosis in Perthes disease by suppressing the expression of *SOX9* (Luo et al., 2018a). Huang et al. identified 35 differentially expressed miRNAs (DEmiRNAs) in early Perthes disease by miRNA sequencing using plasma exosomes. Notably, the study revealed that the expression levels of *has-miR-3133*, *has-miR-4644*, *has-miR-150-5p*, and *hsa-miR-4693-3p* were significantly increased in the plasma exosomes, and that the *MAPK*, *Ras*, *cAMP*, and *PI3K-Akt* signaling pathways were involved in disease pathogenesis (Huang et al., 2022). The ceRNA hypothesis describes a comprehensive regulatory mechanism between coding and non-coding RNAs (Tay et al., 2014). Although several studies have investigated several mRNAs, lncRNAs, and miRNAs involved in the pathogenesis of Perthes disease, the role of comprehensive ceRNA remains poorly investigated to date.

The present study therefore aimed to construct a comprehensive ceRNA network of Perthes disease using a rabbit model for obtaining insights into the mechanisms and functions of genes involved in Perthes disease. To this end, a rabbit model of Perthes disease was established in this study, and the potential mechanisms underlying the pathogenesis of Perthes disease were investigated by whole transcriptome sequencing (total RNA-seq and miRNA-seq). Bioinformatics analysis revealed that a total of 1027 differentially expressed genes (DEGs), 77 differentially expressed lncRNAs (DElncRNAs), and 239 DEmiRNAs were involved in the pathogenesis of Perthes disease. The biological processes and pathways related to Perthes disease were subsequently identified by enrichment analysis. The DEGs were further clustered by weighted gene correlation network analysis (WGCNA), and two groups of DEGs were identified that were closely associated with known mechanisms of pathogenesis of Perthes disease, including angiogenesis and downregulation of platelet activation. An lncRNA-miRNA-mRNA regulatory network was finally constructed in this study. The findings of the present study provide novel insights into the pathogenesis of Perthes disease and can aid in identifying potential therapeutic targets and biomarkers of Perthes disease, which need to validated by further experiments.

## 2 Results

### 2.1 Generation of rabbit model of Perthes disease

Five 8-week-old immature rabbits were selected for preparing the rabbit model of Perthes disease. The model was established based on morphological analysis and visualization with X-rays. In Perthes disease, the femoral head is characterized by the loss of spherical structure, pale color, thickened cartilage layer, and lack of gloss, as depicted in Figure 1A (left). X-rays of the femoral head revealed a heterogeneous bone density, local collapse, and loss of spherical structure (Figure 1B; left). These findings were consistent with previously reported observations in children with Perthes disease (Catterall et al., 1982; Madan et al., 2003; Trostel et al., 2003; Memiş et al., 2018).

**FIGURE 1:**
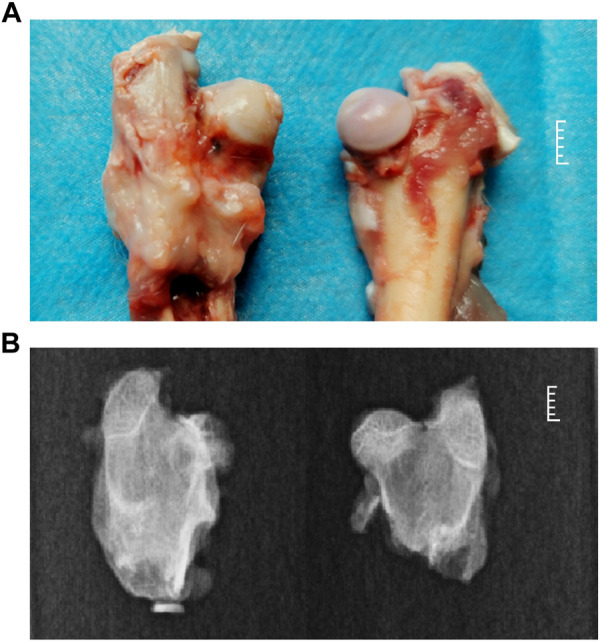
Phenotypic characteristics of the rabbit model of Perthes disease. **(A)** morphology of the femoral neck in the rabbit model of Perthes disease (left) and healthy control (right). **(B)** X-rays of the femoral neck of the rabbit model of Perthes disease (left) and healthy controls (right).

### 2.2 Identification of DElncRNAs and DEmRNAs

The total RNA-seq data from 5 rabbits with Perthes disease and 3 control rabbits were analyzed for comprehensive identification of the genes associated with Perthes disease. 

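Total RNA from the femoral heads of 5 rabbits with Perthes disease and 3 control rabbits was depleted of ribosomal RNA, and 5 μg per rabbit was made into directional libraries that were sequenced as 150 bp read pairs. The authors removed low-quality reads with SOAPnuke, mapped the rest with HISAT2 and quantified genes with RSEM and HTSeq. The values used here are the expected counts per gene that the authors deposited, without normalization. They are estimates that share a read among the genes it could come from, and up to 10.7% of the values of a library were not whole numbers. They were rounded to whole counts. The library totals ranged from 27331725 to 29461482 counts in the Perthes group (median 29137905, n = 5) and from 26757087 to 28783082 in the control group (median 27586064, n = 3). The 10 most highly counted genes took from 21.5% to 36.9% of a library, and the 3 controls lay within the range of the Perthes rabbits. The table lists 20255 genes, of which the authors typed 16842 as mRNAs and 3413 as lncRNAs. Counts were scaled by the TMM method of edgeR, low-count genes were removed by its filterByExpr function, and the remaining 15305 genes (14016 mRNAs and 1289 lncRNAs) were tested between the groups with its quasi-likelihood test and Benjamini-Hochberg adjustment. The biological coefficient of variation between rabbits of one group was 0.361. In a principal component analysis of log2 CPM, with CPM the TMM-scaled counts relative to the library total, the first component held 56.1% of the variance and placed the controls at 97.04, 75.5 and 49.0. Perthes rabbits 1 to 5 were at -93.7, 5.21, -37.4, -24.7 and -70.9, all below the controls. The second component, with 13.1%, set Perthes rabbit 4 at -78.4 apart from the other 7 rabbits, which lay between -7.51 and 27.5. Sequencing batches are not named in the sample labels or the paper's text, so none could be compared. Members of gene families with near-identical copies, such as histone genes, have counts that depend on how the authors' quantification divided shared reads.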

The gene expression patterns of each sample were quantified and differential analysis was performed using the DESeq2 tool. 

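At log2 fold changes above 2 or below -2 and an adjusted p below 1e-05, edgeR's quasi-likelihood test called 0 of the 14016 mRNAs and 0 of the 1289 lncRNAs. The smallest adjusted p of any gene was 0.0118. On the size of the change alone, 322 mRNAs and 29 lncRNAs lay above 2 and 534 mRNAs and 38 lncRNAs below -2. Of these, 308 and 512 mRNAs, and 29 and 37 lncRNAs, also had an unadjusted p below 0.05. With an adjusted p below 0.05, 226 mRNAs rose and 374 fell beyond 2, and 24 lncRNAs rose and 25 fell. This last threshold was chosen after the values were seen. In simulated counts with the same means and library sizes, where 200 of 15305 genes were changed by a log2 fold change of 3, the test recovered 6.0% of the changed genes at the stricter thresholds. It recovered 94.5% at a log2 fold change beyond 1 and an adjusted p below 0.05, with 7 wrong calls. DESeq2, tested on the same simulated counts, recovered 91.5% at the stricter thresholds with 2 wrong calls. On the rabbits' counts at these thresholds, DESeq2 called 97 mRNAs higher and 92 lower, and 4 lncRNAs higher and 3 lower.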

A total of 1027 defferential expressed Genes (DEGs) (Supplementary Table S1) and 77 DElncRNAs (Supplementary Table S2) were identified, and genes with log_2_(fold change) > 2 or < −2 and FDR values < 1e-5 were considered to be significantly differentially expressed. 

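Because no gene passed the stricter thresholds, the directions were compared at a log2 fold change beyond 1 and an adjusted p below 0.05 in edgeR's test. There, 612 mRNAs were higher and 986 lower in Perthes rabbits, so that 61.7% of them were lower, and 33 lncRNAs were higher and 42 lower. With library totals alone in place of TMM factors the counts became 482 and 1188, or 71.1% lower. Counts summed within each group and compared by an exact binomial test gave 1283 and 1961 mRNAs and 140 and 337 lncRNAs at these thresholds. With the replicate number entered as a block, 0 mRNAs and 0 lncRNAs were left in either direction. At an unadjusted p below 0.05 that fit had 899 mRNAs higher and 1122 lower, with 45 and 127 lncRNAs. Deviations of same-numbered rabbits from their group means had correlations of -0.317, 0.161 and -0.238 (mean -0.131), against a mean of 0.0319 over 12 pairs with different numbers. Without one rabbit at a time the number of mRNAs ranged from 0 to 797 higher and from 0 to 1274 lower. Both were 0 without control rabbit 2, where 905 and 1338 had an unadjusted p below 0.05. Across all tested genes, 3851 of 15305 (25.2%) had groups that did not overlap in any rabbit, against 3.57% by chance. With the summed counts, whose test leaves out the variation between rabbits, 338 mRNAs were higher and 658 lower at the stricter thresholds, with 31 lncRNAs higher and 61 lower. Of these mRNAs, 210 (62.1%) and 410 (62.3%) were also among those called by edgeR beyond 1. A single rabbit held more than 50% of the Perthes counts in 89 of the 338 higher mRNAs, and of the control counts in 272 of the 658 lower ones.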

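Among mRNAs with an adjusted p below 0.05, groups apart and a name other than an identifier, the largest rise was in *MMP12* (gene 100009559), a metalloproteinase with 1830 ± 1505 CPM (SD, n = 5) in Perthes rabbits and 1.73 ± 2.82 CPM (SD, n = 3) in controls. Its log2 fold change was 10.03 (standard error 2.07, adjusted p = 0.0173 from edgeR), and Perthes rabbit 1 held 42.5% of the Perthes counts. The next in size were *MMP1* at 8.43, *MMP3* at 8.17 and *ASB5*, which was at least 128-fold higher because no control library exceeded 3 counts. The glycoprotein gene *GPNMB* (100350570) rose by 7.54 (standard error 0.98, adjusted p = 0.0118 from edgeR), from 19.6 ± 3.65 CPM (SD, n = 3) to 3643 ± 1953 CPM (SD, n = 5). Perthes rabbit 4 lay far below the other Perthes rabbits for this gene. The largest fall was in *TIMD4* (100349647), with 0.129 ± 0.169 CPM (SD, n = 5) in Perthes rabbits and 23.7 ± 3.50 CPM (SD, n = 3) in controls, a log2 fold change of -7.48 (standard error 0.74, adjusted p = 0.0118 from edgeR). *EPHA6*, *INMT*, *CD5L* and *CLEC4G* followed at -5.51, -5.41, -5.15 and -4.37.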

Of these, 369 DEGs and 32 DElncRNAs were upregulated in the Perthes disease group, while 658 DEGs and 45 DElncRNAs were downregulated (Figures 2A, B). Notably, the DEGs identified in the rabbit model of Perthes disease in this study correlated with genes previously reported to be involved in inflammation [*IL-6* and *HIFa* (Zhang et al., 2015; Ren et al., 2021)] and angiogenesis [*PTGER2* (Trau et al., 2015) and *ALOX12* (Zheng et al., 2020)] in Perthes disease.

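*IL6* (gene 100008733) had 38, 7, 10, 512 and 9 counts in Perthes rabbits 1 to 5 and 3, 0 and 1 counts in the controls. Perthes rabbit 4 thus held 88.9% of the Perthes counts, and the low-count filter of edgeR removed the gene. The mean was 4.17 ± 8.09 CPM (SD, n = 5) against 0.0468 ± 0.0548 CPM (SD, n = 3). All 3 control libraries were at or under 3 counts, and against that floor *IL6* was at least 39.99-fold higher in the Perthes group. Without the filter, which was lifted after its effect on this gene was seen, the log2 fold change was 6.36 (standard error 2.06, adjusted p = 0.0784 from edgeR). Every Perthes rabbit had a higher value than every control (two-sided exact permutation test, p = 0.0357, the smallest that 5 rabbits against 3 allow). For *HIFa*, the gene listed is *HIF1A* (100009579), the hypoxia-inducible transcription factor subunit. It reached 405 ± 137 CPM (SD, n = 5) in Perthes rabbits and 156 ± 73.4 CPM (SD, n = 3) in controls, a log2 fold change of 1.38 (standard error 0.39, adjusted p = 0.0455 from edgeR), although the lowest Perthes rabbit and the highest control were both at 234 CPM. Both this fold change and the 1.28 in the paper's supplement lie below the paper's cutoff of 2. *PTGER2* (100009369), a prostaglandin E2 receptor, fell from 6.58 ± 1.358 CPM (SD, n = 3) to 1.02 ± 0.920 CPM (SD, n = 5). The log2 fold change was -2.69 (standard error 0.61, adjusted p = 0.0223 from edgeR). *ALOX12* (100340525), an arachidonate lipoxygenase gene, fell from 10.4 ± 4.90 CPM (SD, n = 3) to 1.53 ± 1.19 CPM (SD, n = 5). Its log2 fold change was -2.76 (standard error 0.57, adjusted p = 0.0173 from edgeR). With the replicate number as a block, the log2 fold changes of *IL6*, *HIF1A*, *PTGER2* and *ALOX12* had the same directions at 3.71, 1.22, -2.38 and -2.70. Their adjusted p-values in that edgeR fit were 0.0789, 0.298, 0.120 and 0.191, so none passed 0.05. Of 23 genes named in the paper, 21 were tested and 13 had an adjusted p below 0.05 over all genes, or 15 when adjusted over the list alone, which is made up largely of the paper's own calls. With the block none of the 21 did, and 15 had an unadjusted p below 0.05. From these genes, the paper states that its DEGs correlated with genes reported earlier in inflammation and angiogenesis in Perthes disease.

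**Figure D1:**
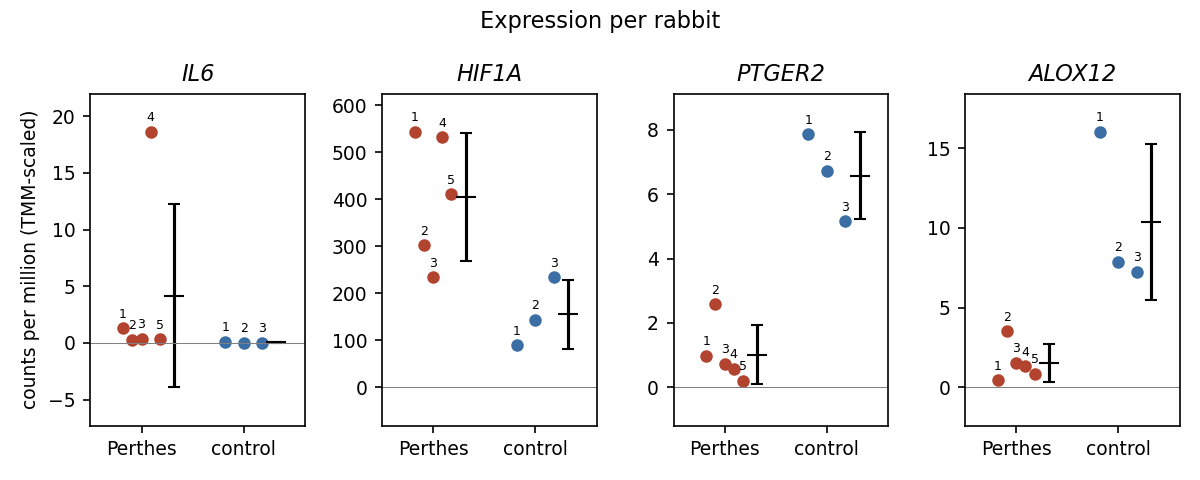
TMM-scaled CPM (linear axes) of the 4 genes, one panel each, with a point per rabbit and the mean and SD of the 5 Perthes and 3 control rabbits beside the points. Perthes rabbit 4 carries the *IL6* mean with 18.6 CPM, and the Perthes rabbits lie below all controls for *PTGER2* and *ALOX12*.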

**FIGURE 2:**
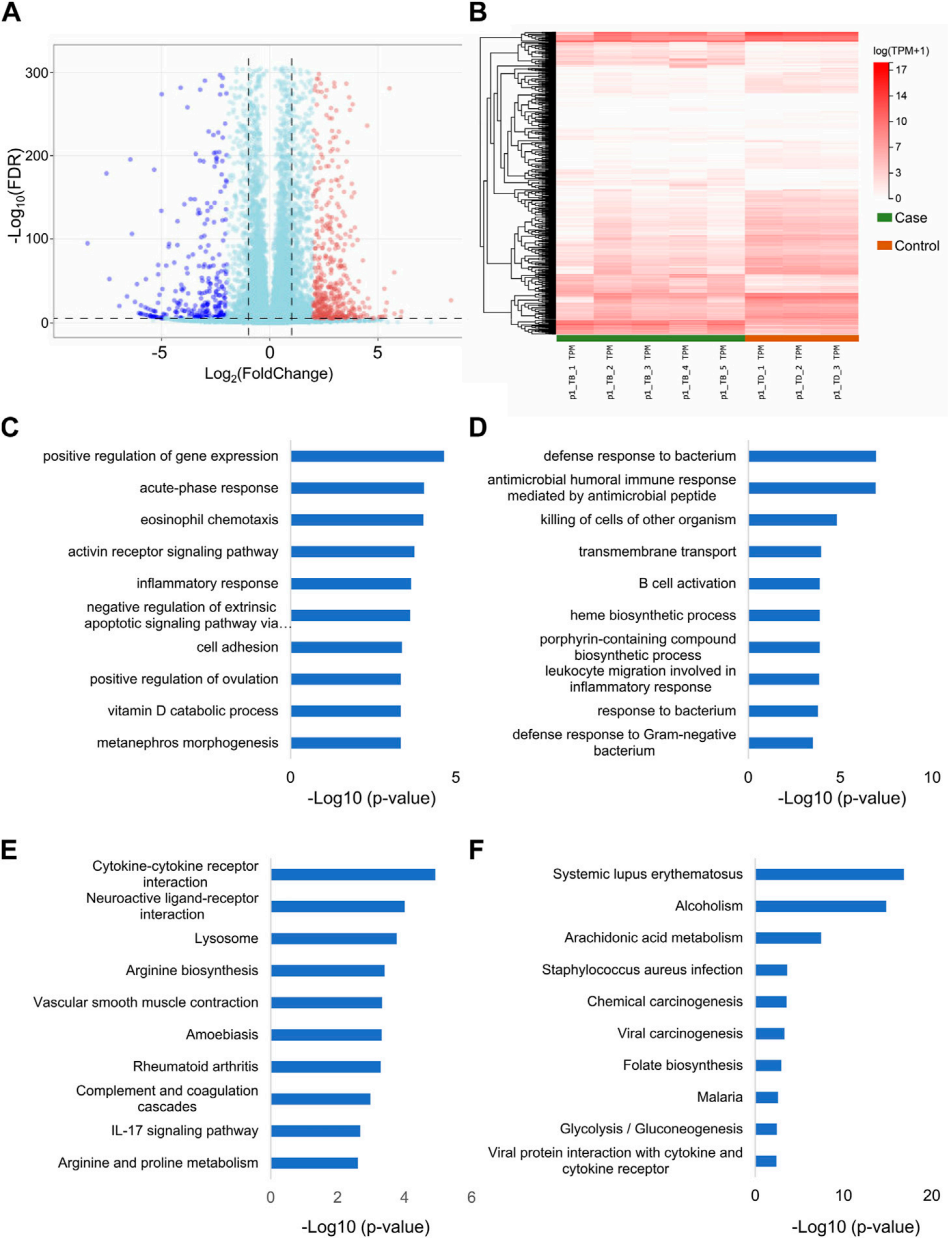
Differential expression of lncRNAs and mRNAs in Perthes disease. Heatmap depicting the **(A)** lncRNAs and **(B)** mRNAs that were differentially expressed between the model of Perthes disease and the control group. The gene expression levels were normalized as tanscripts pre kilobase million (TPM). The genes are depicted in different rows, while the columns indicate separate samples. TB and TD indicate samples corresponding to the Perthes disease model and control group, respectively. The results of Gene Ontology (GO) enrichment analysis of the **(C)** upregulated and **(D)** downregulated DEGs. Results of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the **(E)** upregulated and **(F)** downregulated DEGs. The *x*-axis represents the log_10_ *p*-values, while the enriched terms are depicted along the *y*-axis. The sixth term in panel C is “negative regulation of extrinsic apoptotic signaling pathway via death domain receptors”.

### 2.3 Determination of the biological functions of DEGs

Gene Ontology (GO) (Consortium, 2019) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Kanehisa and Goto, 2000) enrichment analyses were performed using the clusterProfiler package in R (Yu et al., 2012) for obtaining a better understanding of the biological functions of the DEGs. The results of GO enrichment analyses revealed that the DEGs that were upregulated in Perthes disease were primarily enriched in gene expression regulation, acute phase response, eosinophil chemotaxis, activin receptor signaling, inflammatory response, and other terms in the biological process (BP) category of GO (Figure 2C; Supplementary Table S3). 

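The terms were tested with the annotation that the authors' table gives for each gene, a choice made after the data were seen, by limma's camera test over all tested genes with Benjamini-Hochberg adjustment over 27 GO and KEGG terms. Positive regulation of gene expression (162 genes) had a mean log2 fold change of 0.37, an adjusted camera p of 0.00934, and 110 genes higher in Perthes rabbits. The activin receptor signaling pathway (12 genes) had a mean of 1.39, an adjusted p of 0.00136, and 11 genes higher. The inflammatory response (84 genes, mean 0.09) and the acute-phase response (7 genes, mean 0.55, of which 3 were higher) had adjusted camera p-values of 0.636 and 0.825. With the replicate number as a block these camera p-values were 0.00780 for gene expression, 0.00306 for activin receptor signaling, 0.477 for the inflammatory response and 0.899 for the acute-phase response. The direction of the acute-phase mean was not stable, as it was -0.73 with the block and -0.27 without Perthes rabbit 4, and that of the inflammatory response was -0.04 with the block. The alternative that moved the terms most was a correlation between genes estimated from the data in place of the preset 0.01, under which no term had an adjusted camera p below 0.05 and 1 had an unadjusted p below 0.05. Eosinophil chemotaxis had 4 annotated genes, too few for that test. Overlaps were also counted by a hypergeometric test, likewise chosen after the data were seen. Among the mRNAs called higher beyond 1 by edgeR, gene expression had 16 genes with 7.84 expected (exact hypergeometric test, adjusted p = 0.0139) and eosinophil chemotaxis 2 with 0.194 expected (0.0333). The acute-phase response had 1 gene with 0.339 expected (0.425), the activin term 2 with 0.581 expected (0.185), and the inflammatory response 5 with 4.06 expected (0.503). Among the mRNAs called higher from the summed counts, all of these terms had more genes than expected. They numbered 15 of 4.24 expected for gene expression, 4 of 0.234 for the acute-phase response, 3 of 0.0936 for eosinophil chemotaxis, 4 of 0.328 for activin receptor signaling and 7 of 2.11 for the inflammatory response. The adjusted p-values of that list ran from 1.17e-04 for gene expression to 0.00914 for the inflammatory response. In a separate set of 44 inflammatory response genes, written down before the data were examined, the mean was 0.65 with an adjusted camera p of 0.0480 (0.00694 with the block). The sets written at the same time for activin receptor signaling (16 genes, mean 0.58), the acute-phase response (15 genes, mean 0.13) and eosinophil chemotaxis (10 genes, mean 1.34) had adjusted camera p-values of 0.104, 0.584 and 0.122 (0.152, 0.229 and 0.0701 with the block). The acute-phase set also changed sign, to -0.64 with the block, -0.40 without Perthes rabbit 4 and -0.0041 without Perthes rabbit 2.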

The downregulated DEGs were primarily enriched in defense response to bacterium, antimicrobial humoral immune response, B cell activation, and other terms, which indicated a weakened immune defense against bacterial infections (Figure 2D; Supplementary Table S4).

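Defense response to bacterium (40 genes in the table's annotation) had a mean log2 fold change of -0.94, with 23 genes lower, and an adjusted camera p of 0.140 over the terms (0.160 with the replicate number as a block). The antimicrobial humoral response mediated by antimicrobial peptides (10 genes) had a mean of -1.97, with 7 lower and an adjusted camera p of 0.0508 (0.137 with the block). B cell activation (8 genes) had a mean of -0.98, with 5 lower and an adjusted camera p of 0.0746 (0.0514 with the block). In the summed-count list of lower mRNAs, these terms held 13 genes with 1.78 expected (exact hypergeometric test, adjusted p = 1.10e-07), 7 with 0.379 expected (1.10e-07) and 4 with 0.341 expected (6.40e-04). In the list of mRNAs that edgeR called lower beyond 1, they held 4 with 2.78 expected (0.425), 3 with 0.695 expected (0.0586) and 2 with 0.556 expected (0.185). A set of 29 B cell activation genes fixed beforehand fell by a mean of 0.68, with 23 lower and an adjusted camera p of 0.00269 (0.00171 with the block). With the correlation between genes estimated from the data, the adjusted camera p was 0.319. The corresponding set of 26 bacterial defense genes had a mean of -1.40 and an adjusted camera p of 0.0561 (0.129 with the block). Within it, *LCN2* (100352980) fell from 3128 ± 1723 CPM (SD, n = 3) to 213 ± 209 CPM (SD, n = 5), a log2 fold change of -3.87 (standard error 1.05, adjusted p = 0.0385 from edgeR). *S100A8* (100008985) fell from 1815 ± 1219 CPM (SD, n = 3) to 134 ± 135 CPM (SD, n = 5), a log2 fold change of -3.76 (standard error 1.06, adjusted p = 0.0439 from edgeR). With the block their adjusted p-values in edgeR were 0.208 and 0.219. From the downregulated terms, the paper infers a weakened immune defense against bacterial infections.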

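Of the KEGG pathways that were higher in Perthes rabbits, the lysosome had the lowest camera p. Its 115 tested genes had a mean log2 fold change of 0.69, with 91 genes higher and an adjusted camera p of 5.63e-07 (9.41e-11 with the replicate number as a block). Among the mRNAs that edgeR called higher beyond 1, it had 29 genes with 5.32 expected (exact hypergeometric test, adjusted p = 6.75e-13), and in the summed-count list 10 with 2.72 expected (9.19e-04). The lysosomal protease gene *CTSK* (100009334) rose from 672 ± 234 CPM (SD, n = 3) to 2387 ± 988 CPM (SD, n = 5), a log2 fold change of 1.83 (standard error 0.44, adjusted p = 0.0272 from edgeR, and 0.117 with the block). Cytokine-cytokine receptor interaction (191 genes), neuroactive ligand-receptor interaction (131 genes) and the IL-17 signaling pathway (71 genes) had means of 0.10, 0.11 and 0.30 and an adjusted camera p of 0.564 each. Their hypergeometric overlaps with the edgeR list were 15 genes with 8.84 expected (adjusted p = 0.0611), 12 with 6.06 expected (0.0394) and 6 with 3.28 expected (0.185). In the summed-count list they were 18 with 5.32 expected (3.24e-05), 16 with 5.41 expected (3.18e-04) and 7 with 1.82 expected (0.00412). The cytokine and IL-17 sets written before the data were examined (61 and 32 genes) had means of 0.36 and 0.76 and an adjusted camera p of 0.122 each (0.1105 and 0.155 with the block). On the lower side, arachidonic acid metabolism (55 genes) had a mean of -0.72 and an adjusted camera p of 0.0188 (0.0141 with the block), although 26 of its genes were higher, and the set of 23 such genes written beforehand had a mean of -0.36 and an adjusted camera p of 0.136 (0.0982 with the block). Viral carcinogenesis (183 genes) had a mean of -0.35 and an adjusted camera p of 0.00692 (0.0362 with the block), and its unadjusted camera p rose from 0.00178 to 0.227 once its histone genes were left out. Chemical carcinogenesis (53 genes) had a mean of -0.54 and an adjusted camera p of 0.140 (0.137 with the block). Among the mRNAs called lower beyond 1 by edgeR, arachidonic acid metabolism, viral carcinogenesis and chemical carcinogenesis had 9, 35 and 7 genes with 3.99, 13.3 and 3.85 expected (exact hypergeometric test, adjusted p = 0.0390, 6.76e-07 and 0.165). From the summed counts they had 17, 18 and 13 with 3.38, 8.53 and 3.69 expected (1.76e-07, 0.00412 and 2.47e-04). Of the 15 gene sets written before the data were examined, 4 were higher and 3 lower at an adjusted camera p below 0.05, and the same 7 with the block. The higher ones were lysosome, inflammatory response, negative regulation of Wnt signaling and angiogenesis (37 genes, mean 0.41, 26 higher, adjusted camera p of 0.0208 and 0.0382 with the block). The lower ones were heme biosynthesis, B cell activation and platelet activation (33 genes, mean -1.21, 26 lower, adjusted camera p of 1.99e-04 and 0.00290 with the block).

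**Figure D2:**
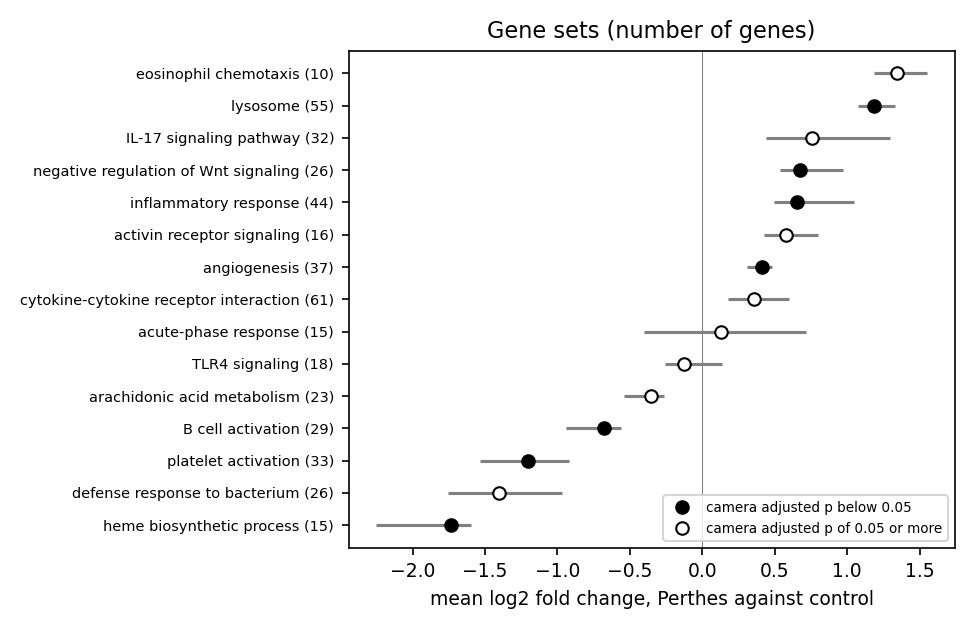
Mean log2 fold change between Perthes and control rabbits (horizontal axis) of each of the 15 gene sets, with the number of tested genes in brackets, filled where the camera adjusted p was below 0.05 and open otherwise. The lysosome set of 55 genes lies at 1.19 and the heme biosynthetic set of 15 genes at -1.73.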

The results of KEGG pathway enrichment analysis revealed that the upregulated DEGs were most significantly enriched in the cytokine-cytokine receptor, neuroactive ligand, lysosome, and IL-17 signaling pathway, among others (Figure 2E; Supplementary Table S5), while the downregulated DEGs were primarily enriched in arachidonic acid metabolism, chemical, viral, and carcinogenesis pathways (Figure 2F; Supplementary Table S6).

As the DEGs were enriched in several GO and KEGG terms, it was necessary to analyze the genes with similar expression patterns for identifying the specific biological processes and pathways of the DEGs.

### 2.4 Construction of WGCNA network

WGCNA is a hierarchical clustering method that is used to analyze the gene expression patterns of multiple samples (Langfelder and Horvath, 2008). In this study, seven clusters of DEGs were identified by filtering the significant module scores (Figure 3A). 

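WGCNA itself was not run here. The 1598 mRNAs with a log2 fold change beyond 1 and an adjusted p below 0.05 in edgeR were divided into 7 clusters by average linkage on 1 minus the Pearson correlation of log2 CPM over the 8 rabbits, the number of clusters being taken from the paper. This gene list stands in for the list at the paper's thresholds, which was empty in edgeR, and was chosen for clustering after that was known. The clusters held 956, 398, 191, 29, 12, 11 and 1 genes. The 996 mRNAs called from the summed counts, likewise taken up afterwards and clustered in the same way, gave 644, 242, 82, 13, 9, 5 and 1 genes.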

The DEGs in the G1 (red), G2 (blue), and G3 (cyan) groups were highly expressed in all the control samples, while the DEGs in the G6 (brown) and G7 (yellow) groups were more highly expressed in the treatment groups that contained more than 4 disease samples. 

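In 2 of the 7 clusters of the edgeR list, with 985 genes together, every control had a higher mean z-score than every Perthes rabbit, and in 4 clusters with 612 genes every Perthes rabbit was higher. These directions follow from the genes having been selected for a group difference. In the largest cluster, the mean z-scores of control rabbits 1 to 3 were 1.38, 1.01 and 0.758, and those of Perthes rabbits 1 to 5 were -1.07, 0.0204, -0.648, -0.543 and -0.908. Perthes rabbit 2 was thus the nearest to the controls. In the second cluster, 4 of the 5 Perthes rabbits were above 0 and Perthes rabbit 4 was at -0.198, while the controls lay between -1.24 and -0.835. In the third cluster all 5 Perthes rabbits were above 0, with rabbit 4 highest at 0.962. With the summed-count list, the clusters of 82, 13, 9 and 5 genes were each led by one animal, Perthes rabbit 4 with a mean z-score of 1.68, Perthes rabbit 3 with 1.92, control rabbit 3 with 2.15 and control rabbit 1 with 2.11.

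**Figure D3:**
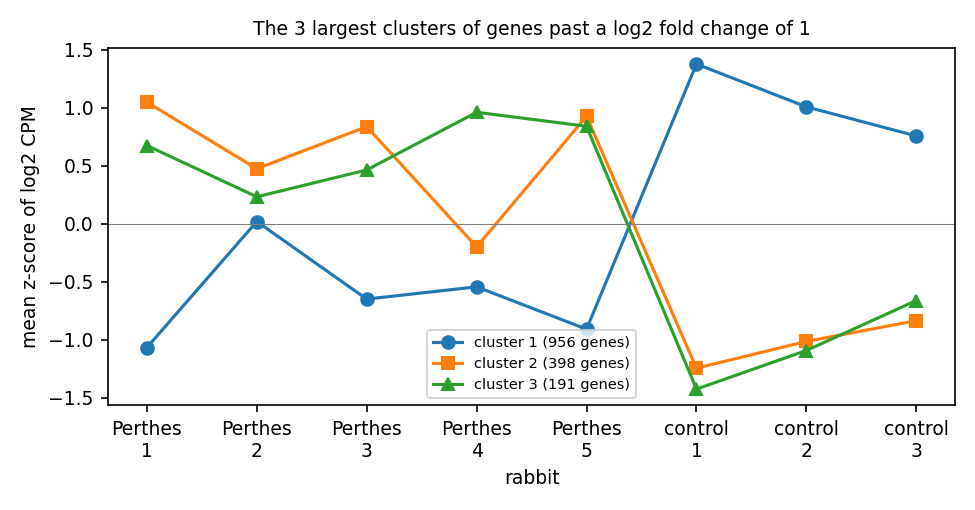
Mean z-score of log2 CPM (vertical axis) in each of the 8 rabbits (horizontal axis) for the 3 largest clusters of the edgeR list, one line per cluster. The cluster of 956 genes is above 0 in all 3 controls, and Perthes rabbit 4 leaves the other Perthes rabbits in the cluster of 398 genes, at -0.198.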

The G2 and G3 groups contained more than half of the identified DEGs (Figure 3B). 

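The 2 largest clusters held 84.7% of the genes of the edgeR list. Complete linkage moved this share most, to 57.7%, and topological overlap built on a signed adjacency to the power of 12, as in WGCNA, gave 99.7%. In the summed-count list the share was 89.0%, or 93.0% with topological overlap.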

The DEGs were subjected to GO and KEGG enrichment analyses for comparing the enriched biological processes. The results of enrichment analyses revealed that the DEGs in the different groups were enriched in completely different biological processes as depicted in Figure 3C; Supplementary Tables S7, S8. 

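Over all tested genes annotated to proteolysis in the authors' table (299 genes), the mean log2 fold change was 0.37, with 201 genes higher and an adjusted camera p of 0.00600 (2.98e-04 with the replicate number as a block). Among the mRNAs called higher beyond 1 by edgeR there were 35 of these genes with 14.5 expected (exact hypergeometric test, adjusted p = 7.08e-06), and among those called lower 11 with 20.8 expected. The summed-count list of higher mRNAs held 19 with 8.47 expected (0.00186). The toll-like receptor 4 signaling pathway (7 genes) had a mean of 0.69, with 4 genes higher, and an adjusted camera p of 0.384 (0.182 with the block), and the set of 18 *TLR4* signaling genes written before the data were examined had a mean of -0.13 and an adjusted camera p of 0.810 (0.945 with the block). *TLR4* itself (100009497) had 108 ± 61.8 CPM (SD, n = 5) in Perthes rabbits and 83.3 ± 29.3 CPM (SD, n = 3) in controls, a log2 fold change of 0.38 (standard error 0.44, adjusted p = 0.587 from edgeR) that was within the spread between rabbits. Negative regulation of the Wnt signaling pathway (22 genes) had a mean of 0.50, with 10 genes higher, and an adjusted camera p of 0.231 (0.199 with the block). The Wnt set written beforehand (26 genes) had a mean of 0.67, with 19 genes higher, and an adjusted camera p of 0.0169 (0.00739 with the block). The annotated term had 5 genes in the edgeR list of higher mRNAs with 1.06 expected (exact hypergeometric test, adjusted p = 0.0109). In the summed-count list, the *TLR4* pathway had 2 genes with 0.211 expected (0.0279, against 1 with 0.339 expected and 0.425 in the edgeR list) and the Wnt term 3 with 0.538 expected (0.0262).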

The DEGs in group G2 were primarily involved in proteolysis, *TLR4* pathway, and negative regulation of the Wnt pathway, which are known to be involved in the osteonecrosis of the femoral head (Jiang et al., 2014; Zhu et al., 2021). The DEGs in the group G1 were involved in *NAD* biosynthesis, pyridine nucleotide biosynthesis, positive regulation of *IL-2*, and cation transmembrane transport. The results of KEGG pathway enrichment analysis revealed that the DEGs in group G2 were enriched in apoptosis, lysosome, autophagy, and amoebiasis pathway, while the DEGs in group G1 were enriched in phagosome, cell adhesion molecules, cholesterol metabolism, and rheumatoid arthritis pathways (Figure 3D).

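These pathways were compared over all tested genes, not cluster by cluster. Apoptosis (122 genes) had a mean log2 fold change of 0.14 and an adjusted camera p of 0.384 (0.137 with the replicate number as a block). Autophagy (127 genes) had a mean of 0.03 and an adjusted camera p of 0.987 (0.784 with the block), with 62 genes higher and 65 lower. Amoebiasis (95 genes) had a mean of 0.45 and an adjusted camera p of 0.0508 (0.0303 with the block). For phagosome (146 genes) the mean was 0.28 and the adjusted camera p 0.0382 (2.87e-04 with the block). For cell adhesion molecules (120 genes) it was 0.23 with an adjusted camera p of 0.140 (0.0248 with the block). Cholesterol metabolism (32 genes) and rheumatoid arthritis (94 genes) had means of 0.38 and 0.66 and adjusted camera p-values of 0.0473 and 0.00752 (0.0141 and 1.41e-04 with the block). In the edgeR list of mRNAs higher beyond 1, the numbers of genes observed and expected were 13 and 5.64 for apoptosis, 9 and 5.88 for autophagy and 12 and 4.39 for amoebiasis (exact hypergeometric test, adjusted p = 0.0116, 0.210 and 0.00503). They were 15 and 6.75 for phagosome, 14 and 5.55 for cell adhesion molecules, 8 and 1.48 for cholesterol metabolism and 15 and 4.35 for rheumatoid arthritis (exact hypergeometric test, adjusted p = 0.01003, 0.00503, 4.10e-04 and 1.41e-04). Of the higher mRNAs in the summed counts, apoptosis had 7 genes with 3.04 expected (exact hypergeometric test, adjusted p = 0.0471), autophagy 5 with 3.02 (0.249), amoebiasis 9 with 2.49 (0.00186), phagosome 8 with 3.59 (0.0413), cell adhesion molecules 5 with 3.27 (0.300), cholesterol metabolism 4 with 0.898 (0.0205) and rheumatoid arthritis 9 with 2.53 (0.00195). Overlaps with lower mRNAs were not above chance. The edgeR list of lower mRNAs had 8 genes with 10.6 expected for phagosome, 10 with 8.71 for cell adhesion molecules, 2 with 2.32 for cholesterol metabolism and 2 with 6.82 for rheumatoid arthritis, and of all 7 pathways the lowest adjusted hypergeometric p among lower mRNAs was 0.503 in this list and 0.249 in the summed counts.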

**FIGURE 3:**
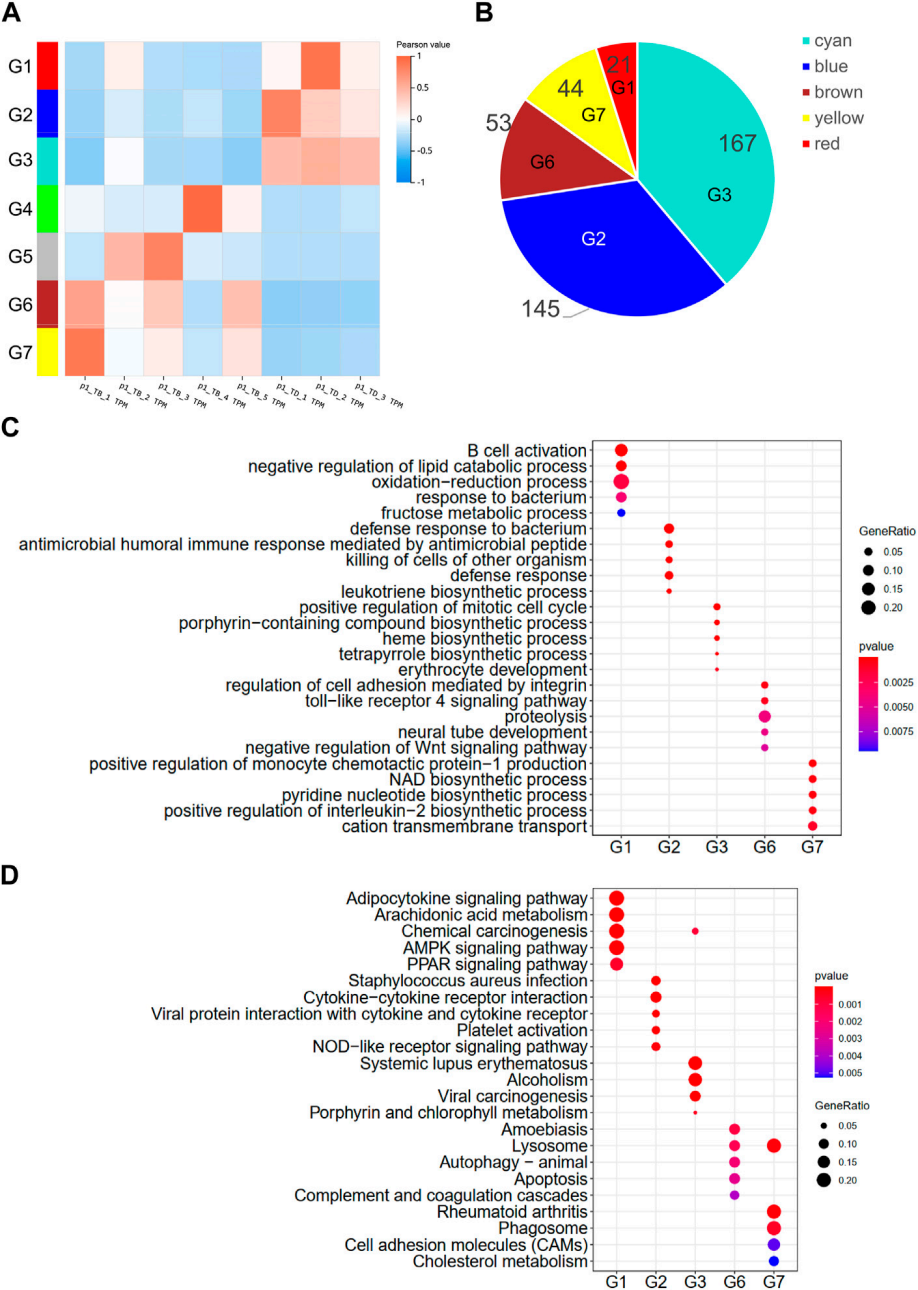
WGCNA of DEGs. **(A)** Hierarchical clustering heatmap depicting the co-expressed genes in different modules. The rows represent different samples, while the gene expression patterns of the different groups are depicted in separate columns. The color of each dot represents the Pearson value. **(B)** Number of DEGs in the different groups. Results of **(C)** GO and **(D)** KEGG enrichment analysis of the DEGs in the different groups.

### 2.5 Identification of novel miRNA and differentially expressed miRNA

In order to establish a dependable ceRNA network, the samples obtained from 5 rabbits with Perthes disease and 3 control rabbits were sequenced using small RNA-seq. 

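For small RNA-seq, the paper gives 3 μg of RNA per library and 50 bp reads, while the sample labels give 5 μg. The libraries of Perthes rabbits 1, 2 and 3 were used, and those of Perthes rabbits 4 and 5 and of the 3 controls were not analysed here, so no comparison between groups was made. The authors trimmed adapters with cutadapt, predicted miRNAs with miRDeep2 and deposited the read count of each miRNA with its value in RPM (reads relative to the library total). The reads on miRNAs numbered 2535769, 2287350 and 2469922 in the 3 libraries. Dividing each count by its RPM gave library totals of 21584135, 21624155 and 21983046 reads, so that miRNAs made up 11.7%, 10.6% and 11.2% of the reads by which the authors scaled. At this depth 3 reads, the smallest level taken as detectable, were worth 0.139, 0.139 and 0.136 RPM. Counts and RPM were used as deposited and no test was run on them.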

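The table lists 401 known miRNAs and 465 that the authors predicted, 866 in all. Of these, 738, 607 and 664 had at least 1 read in Perthes rabbits 1 to 3. The known miRNAs among them numbered 367, 334 and 350 and the predicted ones 371, 273 and 314. At least 10 reads in all 3 libraries were found for 381 miRNAs, 269 known and 112 predicted. The predicted miRNAs held 2.64%, 3.73% and 1.69% of the miRNA reads. The 10 most abundant miRNAs held 35.3%, 40.2% and 36.4%. The most abundant was *ocu-miR-26a-5p*, with 4788 ± 99.9 RPM (SD, n = 3) and a mean of 4.29% of the miRNA reads.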

The miRDeep2 package was used for identifying the novel miRNAs, which led to the characterization of 465 novel miRNAs and 401 known miRNAs. The expression levels of all 866 miRNAs from the 8 samples obtained from 5 diseased rabbits and 3 healthy controls were subsequently quantified, and the DEmiRNAs were identified using the DESeq2 package in R (Figure 4A; Supplementary Table S9). The upregulated and downregulated DEmiRNAs were identified using strict screening criteria (log_2_FC > 2 or < −2, and *p*-value <0.05). A total of 189 upregulated and 50 downregulated DEmiRNAs were subsequently identified, which could have a potential role in the development of Perthes disease (Figure 4B). Notably, 132 of these DEmiRNAs were known miRNAs, while 107 were novel miRNAs (Figure 4C).

**FIGURE 4:**
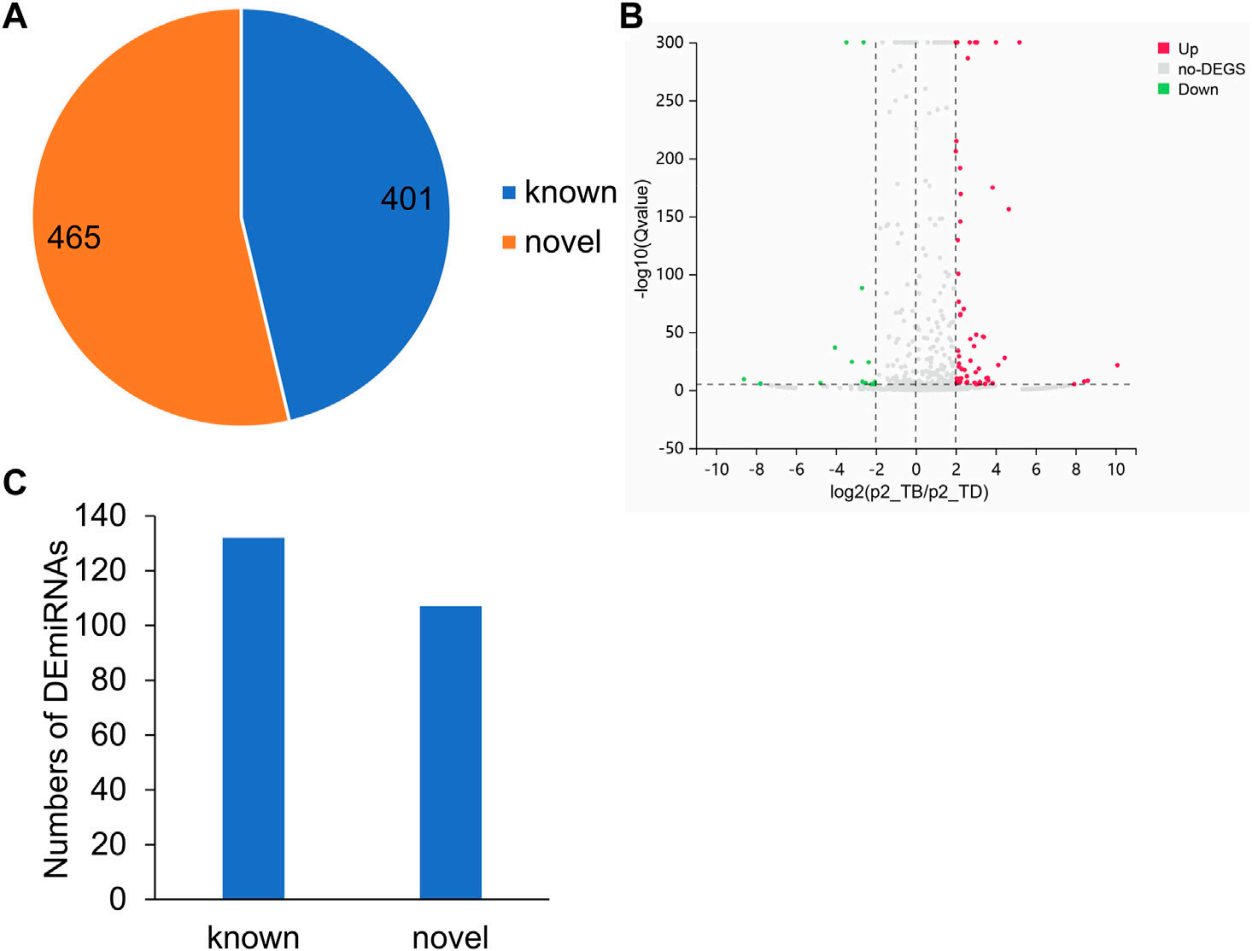
MiRNA expression patterns in the rabbit model of Perthes disease. **(A)** Number of known and novel miRNAs. **(B)** Volcano plot depicting the DEmiRNAs. The *x*-axis represents the log_2_FC and the *y*-axis represents the log_10_FDR values. The red and green dots indicate the miRNAs that were significantly upregulated and downregulated, respectively, in Perthes disease, while the gray dots indicate miRNAs that were not significantly differentially expressed. Up means upregulated, no-DEGs indicates not significant, Down indicates downregulated. **(C)** Number of known and novel significantly DEmiRNAs. The novel DEmiRNAs were identified using the miRDeep2 tool.

### 2.6 Identification of miRNA-target genes and lncRNAs

The role of lncRNAs that function as miRNA sponges and prevent the miRNA-induced degradation of mRNAs was investigated in this study. The target genes of the miRNAs were predicted using miRanda and RNAhybrid. The miRNA targets with miRanda minimum free energy (MFE) < −30, miRanda score >160, RNAhybrid MFE < −27, and RNAhybrid *p*-value <0.05 were retained for increasing the accuracy of the results. The findings revealed that the majority of DEmiRNAs targeted less than 50 genes in the genomic range (Figure 5A). Interestingly, the *ocu-miR-12093-3p* miRNA had 293 potential binding targets, suggesting that this miRNA plays a crucial role in the development of Perthes disease.

**FIGURE 5:**
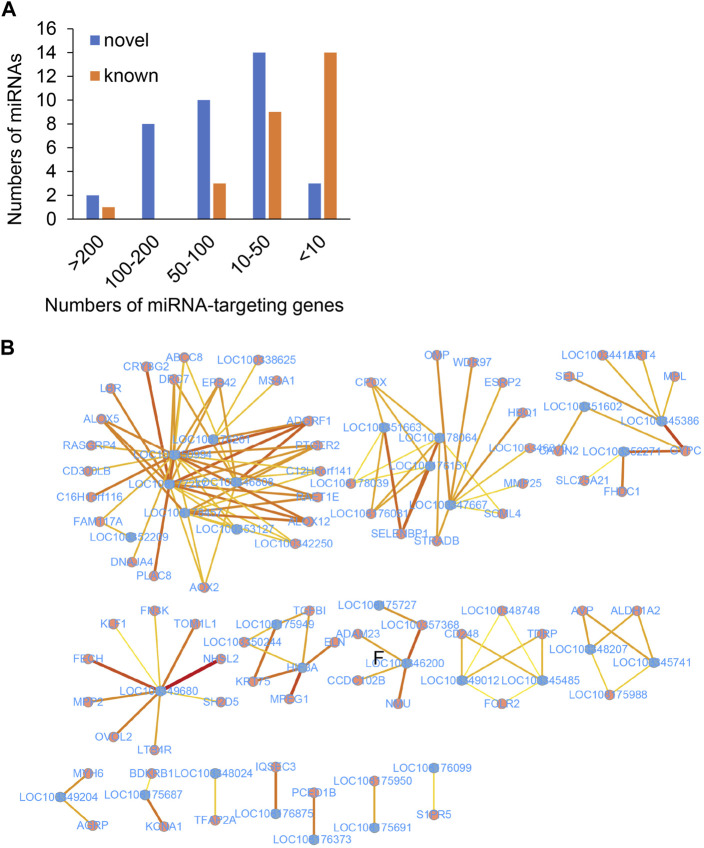
The predicted ceRNA network of key genes. **(A)** Number of target DEGs of the known (brown) and novel (blue) miRNAs. The *x*-axis represents the number of targeted DEGs, while the *y*-axis represents the number of DEmiRNAs. **(B)** The predicted ceRNA network. The blue and red dots indicate lncRNAs and mRNAs, respectively. Deeper red lines indicate the involvement of a higher number of miRNAs.

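The lncRNAs and mRNAs of the network were read by eye from Figure 5B before the data were examined. Of 30 legible lncRNA names, 25 are listed in the count table and 16 passed the low-count filter, 7 of them higher and 9 lower in Perthes rabbits. The network falls into 15 connected groups, and 9 of them had both an lncRNA and an mRNA with a measured change. Pairing each such lncRNA with each mRNA of its group gave 113 pairs, of which 93 changed in opposite directions and 20 in one direction. All 20 lay in the largest group, which had 3 lncRNAs and 20 mRNAs, and involved the lncRNA *LOC100353127* (log2 fold change -1.91, adjusted p = 0.0622 from edgeR). Pairs formed in this way need not be links that the figure draws. The paper built its network from lncRNAs and mRNAs regulated in opposite directions in these libraries, so opposite changes follow from how the genes were selected. The lncRNA *LOC103350994* rose from 2.84 ± 0.418 CPM (SD, n = 3) to 46.0 ± 28.8 CPM (SD, n = 5), a log2 fold change of 4.02 (standard error 0.74, adjusted p = 0.0138 from edgeR, and 0.0784 with the replicate number as a block). *HIF3A* (103345725), which the authors' table types as an lncRNA and Figure 5B draws as one, fell from 5.33 ± 2.07 CPM (SD, n = 3) to 1.15 ± 0.772 CPM (SD, n = 5). Its log2 fold change was -2.21 (standard error 0.47, adjusted p = 0.0187 from edgeR, and 0.115 with the block).

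**Figure D4:**
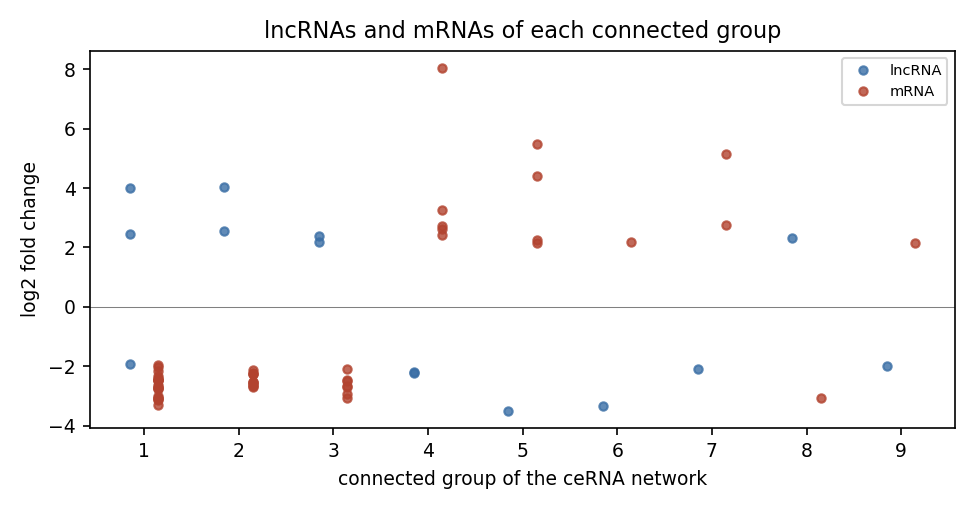
Log2 fold change between Perthes and control rabbits (vertical axis) of the lncRNAs and mRNAs in each of the 9 connected groups with both kinds (horizontal axis), one point per gene. Outside the first group, lncRNAs and mRNAs lie on opposite sides of 0, as the paper's selection of conversely regulated pairs requires.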

A comprehensive lncRNA-miRNA-target gene ceRNA network was constructed by differential analysis, WGNCA clustering, and analyzing the miRNA targets (Figure 5B; Supplementary Table S10). 

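Of 73 legible mRNA nodes of Figure 5B, 66 were tested by edgeR. In Perthes rabbits 19 of them were higher and 47 lower. An adjusted p below 0.05 was reached by 52, and 50 of these also had a log2 fold change beyond 2, a threshold chosen after the values were seen. None passed an adjusted p of 1e-05, while 63 had an unadjusted p below 0.05 and a change beyond 2. The count was also 0 with the replicate number as a block. DESeq2 called 8 nodes at the paper's thresholds, and the summed counts, applied to the nodes after the values were seen, 72 of 73. For the nodes *PTGER2* and *ALOX12*, leaving out one rabbit at a time gave log2 fold changes from -3.39 to -2.42 and from -3.33 to -2.30. The adjusted p in edgeR was below 0.05 in 5 and 6 of those 8 fits.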

Analysis of the ceRNA network revealed that certain hub genes, including *PTGER2* (Trau et al., 2015) and *ALOX12* (Zheng et al., 2020), were crucial for angiogenesis. 

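Of the network genes, *ALOX5* (100341714) fell from 89.0 ± 60.5 CPM (SD, n = 3) to 17.8 ± 6.51 CPM (SD, n = 5), a log2 fold change of -2.32 (standard error 0.42, adjusted p = 0.0136 from edgeR). *LTB4R*, *SELP* and *MMP25* also fell, with log2 fold changes of -3.04, -2.67 and -2.71, with adjusted p-values in edgeR of 0.0158, 0.0165 and 0.0208 and no overlap between the groups. *FOLR2* rose by 2.27 (standard error 0.61, adjusted p = 0.0382 from edgeR), but Perthes rabbit 4, with 562 counts, lay below all 3 controls. *BDKRB1* rose by 2.76 (standard error 0.86) with an adjusted p of 0.0600 in edgeR, and Perthes rabbit 4 held 52.2% of its Perthes counts. *ELN* (100344271), which encodes elastin, rose from 2.12 ± 0.669 CPM (SD, n = 3) to 14.1 ± 6.91 CPM (SD, n = 5). Its log2 fold change was 2.73 (standard error 0.43, adjusted p = 0.0121 from edgeR). *ABCC8* and *FHDC1* fell, with log2 fold changes of -3.31 and -2.45 (adjusted p = 0.0402 and 0.0180 from edgeR). *KCNA1* had at most 2 counts in each control and was at least 20.9-fold higher (adjusted p = 0.0222 from edgeR), with 2 counts in Perthes rabbit 2. *MYH6* and *NMU* rose by 2.18 and 3.17 with adjusted p-values of 0.0573 and 0.158 in edgeR. *AVP* was removed by the low-count filter. It had 2, 0, 2, 11 and 15 counts in Perthes rabbits 1 to 5 and 0, 0 and 1 in the controls. Against the floor of 3 counts *AVP* was at least 2.02-fold higher, and at least 1.30-fold without Perthes rabbit 5. With the replicate number as a block none of these genes had an adjusted p below 0.05 in edgeR, and their log2 fold changes had the same signs.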

Some hub genes (Figure 6), including *ALOX5, BDKRB1, LTB4R, FOLR2, PTGER2, SELP,* and *MMP25*, were related to the inflammatory response, while certain hub genes, including *AVP, BDKRB1, ELN, MYH6, ABCC8, FHDC1, KCNA1,* and *NMU,* were related to blood circulation. The inflammatory response and blood circulation play a crucial role in the development of Perthes disease (Krutikova and Vinogradova, 2015; Spasovski et al., 2023). Altogether, analysis of the ceRNA network revealed several aspects related to the development of Perthes disease, which can provide insights for further studies in this regard.

**FIGURE 6:**
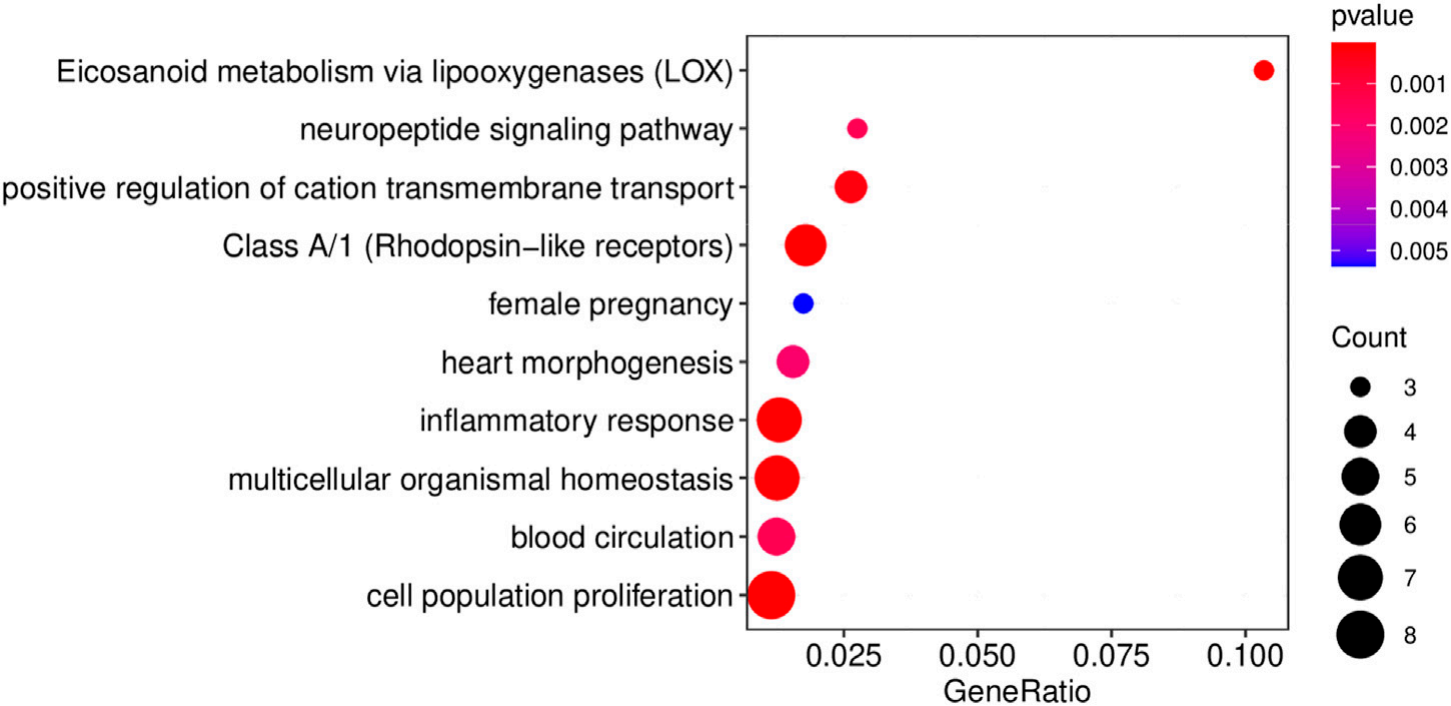
The results of functional enrichment of the hub genes in the ceRNA network. Results of GO/KEGG pathway enrichment analysis of the hub genes in the ceRNA network. Enrichment analyses were performed using MetaScape (Zhou et al., 2019).

## 3 Discussion

A rabbit model of Perthes disease was developed in this study, and subsequent morphological analysis and sequencing demonstrated that this model is ideal for investigating the phenotypes, syndromes, and pathogenesis of Perthes disease. For model generation, the teres ligament of the femoral head of 8-week-old rabbits was disrupted, which disrupted the blood flow and resulted in the development of Perthes disease. As depicted in Figure 1, the morphology of the disrupted femoral head exhibited a loss of spherical structure, pale coloration, thickened cartilage layer, and poor gloss, which are commonly observed in children with Perthes disease (Catterall et al., 1982; Doria et al., 2008; Memiş et al., 2018; Shapiro, 2019). X-ray visualization of the femoral heads of the rabbit model revealed a heterogeneous bone density, localized collapse, and loss of spherical structure, which are also observed in children with Perthes disease (Madan et al., 2003; Rich and Schoenecker, 2013; Cheng et al., 2014). These observations validate that the rabbit model of Perthes disease constructed in this study was suitable for studying the mechanisms underlying the development of Perthes disease.

Perthes disease is a condition that affects the hip joint in children and occurs due to a disruption in the blood flow to the femoral head, which can result in the death of the bone tissue. Although the exact cause underlying the development of Perthes disease remains to be elucidated, previous studies suggest that a combination of genetic and environmental factors is involved in the pathogenesis of Perthes disease.

To date, only a few studies have investigated the gene expression profile in Perthes disease using microarray or miRNA-seq approaches (Huang et al., 2022; Wang et al., 2022). The present study therefore aimed to perform whole-transcriptome sequencing combined with miRNA sequencing for analyzing the gene expression patterns in Perthes disease. In order to investigate the molecular mechanisms underlying the pathogenesis of Perthes disease, the differences in gene expression between the rabbit model of Perthes disease and healthy controls were compared. A total of 1027 DEGs, 77 DElncRNAs, and 239 DEmiRNAs were identified by bioinformatics analysis.

Previous studies have demonstrated that certain biomarkers play a crucial role in the development of Perthes disease. For instance, *VEGF* plays an important role in promoting the growth and repair of blood vessels that may be disrupted in individuals with Perthes disease (Kim et al., 2004). Additionally, the occurrence of inflammation is fundamental to the pathogenesis of Perthes disease, and previous studies have reported that genetic variations in certain inflammation-related genes, including *IL-6*, *TLR4*, *TNFA*, and *IL-3*, are associated with the development of this condition (Srzentić et al., 2014; Teplen’kiy et al., 2020).

Previous studies have demonstrated that certain cytokines, including *IL-6*, *IL-1β*, and *tumor necrosis factor (TNF)-α*, are overexpressed in individuals with Perthes disease. Interestingly, the administration of tocilizumab, an inhibitor of *IL-6*, suppresses the increased expression of these cytokines in osteonecrotic articular chondrocytes during culture under hypoxic conditions (Ren et al., 2021). 

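Leaving out one rabbit at a time gave log2 fold changes of *IL6* (fitted without the low-count filter) from 3.47 to 7.60, with an adjusted p below 0.05 in edgeR in 1 of the 8 fits. The lowest value came from the fit without Perthes rabbit 4, in which the adjusted p was 0.0472, and the remaining 4 Perthes rabbits were at least 5.32-fold higher than the floor of 3 counts in the controls. DESeq2 gave a log2 fold change of 6.51 (standard error 1.81) and no p-value, because the largest Cook's distance of the gene, 34.5, was above its limit of 10.9. *TNF* (100009088) had 1.19 ± 0.632 CPM (SD, n = 5) in Perthes rabbits and 0.987 ± 0.360 CPM (SD, n = 3) in controls, a log2 fold change of 0.28 (standard error 0.51, adjusted p = 0.740 from edgeR). *IL1B* (100008990) had 10.8 ± 17.1 CPM (SD, n = 5) against 19.3 ± 11.04 CPM (SD, n = 3), a log2 fold change of -0.84 (standard error 0.99, adjusted p = 0.595 from edgeR), and Perthes rabbit 4 held 76.3% of its Perthes counts. Neither difference was larger than the spread between rabbits. Without Perthes rabbit 4, *IL1B* was lower by a log2 fold change of -2.61 with an adjusted p of 0.0130 in edgeR, while over all settings that p ranged up to 0.906.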

The findings of the present study were consistent with these reports, and revealed that the *IL-6* gene was significantly upregulated in the rabbit model of Perthes disease.

It has been reported that acute-phase response, eosinophil chemotaxis, cytokine-cytokine receptor pathways, and lysosomal pathways are involved in the pathogenesis of Perthes disease. Acute-phase response is a cellular response mechanism to injury, where inflammatory cells secrete various cytokines, including *IL-1*, *IL-6*, *TNF-α*, and *IGF-I*, among others. The acute-phase response plays an important role in collagen synthesis and growth in Perthes disease (Johannesen et al., 2009). An increase in eosinophilia indicates the occurrence of extensive necrosis. As Perthes disease develops in a sterile environment, the genes related to bacterial resistance is downregulated (Knight et al., 2008). The suppression of heme biosynthesis also plays an important role in the development of Perthes disease. 

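A set of 15 heme biosynthesis genes, written before the data were examined, had a mean log2 fold change of -1.73. All 15 were lower in Perthes rabbits, with an adjusted camera p of 1.32e-07 (3.77e-06 with the replicate number as a block). With the correlation between genes estimated from the data, the adjusted camera p was 0.319. The 9 genes annotated to the heme biosynthetic process in the authors' table had a mean of -1.43, with 8 lower and an adjusted camera p of 0.00692 (0.0180 with the block). In the edgeR list of lower mRNAs there were 5 of them with 0.626 expected (exact hypergeometric test, adjusted p = 7.55e-04), and in the summed-count list 4 with 0.341 expected (6.40e-04). *FECH* (100346972), which encodes ferrochelatase, fell from 224 ± 23.6 CPM (SD, n = 3) to 31.9 ± 36.5 CPM (SD, n = 5), a log2 fold change of -2.81 (standard error 0.73, adjusted p = 0.0334 from edgeR). *ALAS2* (100345273), the erythroid aminolevulinate synthase, had 1699 ± 183 CPM (SD, n = 3) in controls and 217 ± 295 CPM (SD, n = 5) in Perthes rabbits. Its log2 fold change was -2.97 (standard error 0.97, adjusted p = 0.0692 from edgeR), and Perthes rabbit 2 held 66.6% of the Perthes counts. *CPOX* (100339410) had a log2 fold change of -2.13 (standard error 0.46, adjusted p = 0.0202 from edgeR), with Perthes rabbit 2 again nearest to the controls. With the block the adjusted p-values of *FECH*, *ALAS2* and *CPOX* in edgeR were 0.149, 0.170 and 0.144.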

Heme is an essential prosthetic group of hemoglobin and myoglobin, which have various catalytic functions, and the bone marrow is the major tissue for heme synthesis (Ogun et al., 2019).

The findings of the present study are highly consistent with the results of previous reports, which indicates that the rabbit model of Perthes disease constructed herein and the analytical approaches employed in the study could be reliably applied for determining the gene expression patterns in Perthes disease. WGCNA was performed for clustering the DEGs identified in the study. A total of seven DEG clusters were obtained by WGCNA based on the expression patterns. As depicted in Figure 4C, the DEGs in the different clusters were involved in completely different biological processes. The upregulated DEGs in group G6 (brown) were primarily enriched in the *TLR4* signaling pathway, proteolysis, *Wnt* signaling pathway, and other terms. Using a piglet model, a previous study reported that the expression of *TLR4* increases in Perthes disease (Srzentić et al., 2014), while another study reported that the rate of proteolysis is higher in Perthes disease (Eckerwall et al., 1997). Additionally, the genes in the *Wnt* signaling pathway are known to play an important role in the formation and maintenance of the cartilage-bone interface (Luyten et al., 2009). The expression levels of the DEGs in group G2 (blue) were higher than those of the control group, and primarily involved in bacterial resistance. This finding corroborates with the fact that Perthes disease develops in a sterile environment. The results of KEGG pathway enrichment analysis revealed that the DEGs in group G6 were involved in autophagy and lysosome signaling pathways, which play an important role in the pathogenesis of Perthes disease and necrosis of the femoral head (Luo et al., 2018b).

The samples obtained from the rabbit model of Perthes disease were sequenced using miRNA-seq to obtain a comprehensive gene regulatory network. To this end, the DEmiRNAs in Perthes disease were screened for constructing an lncRNA-miRNA-mRNA ceRNA network. The kinds of known miRNAs in rabbits is lower than those of humans. The miRDeep2 tool was used to predict the novel miRNAs in the sequencing data, and a cohort of known and novel miRNAs was subsequently quantified. The known and novel DEmiRNAs in Perthes disease were identified by differentially expression analysis. The target genes of the miRNAs were subsequently determined using RNAHybrid and miRand for constructing a comprehensive ceRNA regulatory network. However, further studies and experimental validation are necessary for determining the mechanism of regulation of these ceRNAs.

## 4 Materials and methods

### 4.1 Construction of animal model and confirmation of Perthes disease phenotype

Wild-type rabbits were purchased from Jinan Jinfeng Experimental Animal Company Limited, China. The rabbit model of Perthes disease was generated by incising the hip joints of 8-week-old rabbits to expose the femoral neck, which was ligated with an elastic non-absorbable suture. The ligamentum teres of the femoral head was transected to obstruct the blood flow to the epiphysis of the femoral head. The use of experimental animals was approved by the Ethics Committee of Affiliated Hospital of Zunyi Medical College (approval ID: KLL-2020-008). The experimental protocols were approved by the licensing committee of the Ethics Committee of Affiliated Hospital of Zunyi Medical College.

### 4.2 RNA isolation and quality control

The tissues of femoral head were prepared and the total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, United States) according to the manufacturer’s instructions. The extracted RNA was purified and quantified using a NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, United States). The integrity of the extracted RNA was evaluated using an RNA Nano 6000 kit, with a 2100 Bioanalyzer (Agilent Technologies, CA, United States).

### 4.3 Library preparation for total RNA-seq and small RNA sequencing

A 5 μg aliquot of RNA from each sample was used for total RNA-seq, and the ribosomal RNA was removed using an Epicentre Ribo-zero™ rRNA Removal Kit (Epicentre, United States). The RNA-seq libraries were subsequently prepared using a NEBNext^®^ UltraTM Directional RNA Library Prep Kit for Illumina (NEB, United States). Sequencing was performed using an Illumina Hiseq 4000 platform to generate 150 bp paired-end reads.

For small RNA-seq, a 3 μg aliquot of RNA was obtained from each sample and processed using a NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, Ipswich, MA, United States). The sequencing library was next prepared using TruSeq PE Cluster Kit v3-cBot-HS. Sequencing was performed using an Illumina Hiseq 2500 platform to generate 50 bp reads.

### 4.4 Quality control and read mapping

The reference genome and annotation files were retrieved from the NCBI Assembly database (accession ID: GCA_000003625.1). The adapter sequences, low-quality reads (numbers of quality lower than 15 bases being higher than 20%), and reads with more than 5% unknown bases were discarded using the SOAPnuke tool, v1.5.2 (Chen et al., 2018). The quality of the clean reads was evaluated using the fastQC tool, v0.11.8 (Andrews, 2010). The clean reads were mapped to the reference genome with HISAT2 v2.0.4 (Kim et al., 2015), using default parameters. The gene expression levels were subsequently quantified using RSEM v1.1.17 (Li and Dewey, 2011) and HTSeq v1.99.2 (Anders et al., 2015).

### 4.5 Identification of novel miRNAs

The adapter sequences in the miRNA-seq data were removed using the cutadapt tool, v4.0 (Martin, 2011), and the length distribution of the clean reads was compared. The novel miRNAs were identified using miRdeep v2.0.0.5 (Friedländer et al., 2008), and the quality of the prediction of novel miRNAs was evaluated based on the miRdeep scores and the true positive rate.

### 4.6 Identification of DEmRNAS, DElncRNAs, and DEmiRNAs

In order to identify the DElncRNAs and DEmRNAs, the DEGs were first identified from the read counts using DESeq2 v1.36.0 (Love et al., 2014). The genes with significant differential expression were identified based on the following criteria: log_2_FC > 2 or < −2 and FDR values < 1e-5. The clustering heatmaps of DEmRNAs and DElncRNAs were subsequently prepared using ComplexHeatmap v2.10.0 (Gu et al., 2016).

In order to identify the DEmiRNAs, the DEGs were initially identified based on the read counts using DESeq2 v1.36.0. The genes with significant differential expression were identified based on the following criteria: log_2_FC > 1 or < −1 and FDR values < 1e-5. The DEmiRNAs were represented by volcano plots prepared using the ggplot2 package (v3.3.6) in R 4.1.0 (Villanueva and Chen, 2019).

### 4.7 GO and KEGG pathway enrichment analyses

The DEmRNAs were subjected to GO (Consortium, 2019) and KEGG pathway (Kanehisa and Goto, 2000) enrichment analyses for determining their biological functions. The DEmRNAs were separated into two groups, namely, the upregulated (log_2_FC > 2) and downregulated (log_2_FC < −2) groups, based on the log_2_FC values. The results of GO and KEGG pathway enrichment analyses of the two groups were analyzed using the clusterProfiler package (v4.2.2) in R (Yu et al., 2012). Terms with *p*-values <0.05 were considered to be significantly enriched.

### 4.8 Construction of WGCNA network

The DEGs were identified using the WGCNA package (v1.70.3) in R (Langfelder and Horvath, 2008) for constructing the WGCNA network. Modules with module significance <0.05 were identified as recurrence-associated modules.

The clustered genes identified by WGNCA were subjected to GO and KEGG pathway enrichment analyses using the clusterProfiler package (v4.2.2) in R for predicting their biological functions (Yu et al., 2012). Terms with *p*-value <0.05 were considered to be significantly enriched.

### 4.9 Prediction of lncRNA and mRNA targets of miRNAs

The mRNA and lncRNA targets of the miRNAs were predicted using the RNAhybrid v2.1.2 (Krüger and Rehmsmeier, 2006) and miRanda v3.3a (Betel et al., 2010) tools, with default parameters. In order to improve the accuracy of the prediction, targets with miRanda scores >160, MFE < −30, RNAhybrid MFE < −20, and *p*-value <0.05 were retained.

### 4.10 Construction of ceRNA network

According to the ceRNA hypothesis, the conversely regulated DElncRNA and mRNA pairs were used for constructing the ceRNA network in this study. The important DEGs were selected based on the results of miRNA target prediction for constructing the lncRNA-miRNA-mRNA ceRNA network, which was visualized using Cytoscape v2.9 (Shannon et al., 2003).

## Data Availability

The data presented in the study are deposited in the NCBI Gene Expression Omnibus repository, accession number GSE217908.

How the deposited data were processed for this re-analysis (not part of the article)

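Femoral head tissue of 5 rabbits with Perthes disease, made by ligating the femoral neck and transecting the ligamentum teres, and of 3 control rabbits was analysed by total RNA-seq, and small RNA-seq was done on samples of 5 Perthes and 3 control rabbits. Samples were assigned to conditions and replicate numbers by the codes in their labels and the legend of Figure 2. The third control carries the number 3 in its code and another number in its title, and was taken as control rabbit 3. All 8 total RNA libraries were used. Of the small RNA libraries, those of Perthes rabbits 1 to 3 were used, and the other 5 were not analysed here.

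For total RNA, the authors filtered reads with SOAPnuke 1.5.2, mapped them with HISAT2 2.0.4 to the rabbit assembly named in the paper's methods, and quantified genes with RSEM 1.1.17 and HTSeq 1.99.2. The authors deposited expected counts per gene, unnormalized, together with a type (mRNA or lncRNA) and GO and KEGG annotations for each gene. Another 8 columns of per-sample values repeat the 8 that were used and were left out. For small RNA, the authors trimmed adapters with cutadapt 4.0, predicted miRNAs with miRDeep2 2.0.0.5 and deposited raw read counts per miRNA. The authors also deposited RPM values, which are those counts divided by a library total that exceeds the reads on listed miRNAs. The comparison of miRNAs between groups planned beforehand was not run, because only Perthes libraries were used.

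The expected counts were rounded to whole numbers. Normalization by TMM, the filterByExpr filter by group and the quasi-likelihood F-test used edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the 15305 genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are scaled by the TMM factors, and log2 CPM used a prior count of 2. With 26757087 to 29461482 counts per library, 1 count corresponds to a small fraction of 1 CPM, so precision was limited by the variation between rabbits for most genes and by counting for the few genes whose control libraries held 3 counts or fewer. The folds of those genes were computed against that floor and are given as lower bounds, which cover counting error only. Exact two-sided permutation tests over all 56 divisions of the rabbits into 5 and 3 were used for single genes, and the smallest p they can give is 0.0357. The thresholds of the paper were log2 fold changes above 2 or below -2 with an adjusted p below 1e-05. A log2 fold change beyond 1 with an adjusted p below 0.05 was the alternative set beforehand.

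The genes named in the text were those the paper names, LOC103350994 and the named lncRNAs of Figure 5B, the 5 mRNAs and 3 lncRNAs in each direction with the largest log2 fold change among those past the thresholds with groups that do not overlap and a name other than an identifier, and genes of a reported set. This rule was set before the data were examined. As no gene passed the paper's thresholds, the largest changes were taken from the alternative thresholds. *ALAS2*, *FECH*, *CPOX*, *LCN2*, *S100A8*, *CTSK* and *ACP5* were picked from reported sets.

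Gene sets were compared with camera of limma 3.58.1, with an inter-gene correlation of 0.01 and at least 5 tested genes per set. A total of 15 gene sets and 13 lists of cell-type marker genes were written by hand before the data were examined, and 27 of the paper's terms with enough genes were taken afterwards from the annotation in the authors' table. Overlaps of called genes with these terms were counted by a hypergeometric test among genes with an annotation that could be called. Clusters were formed with scipy 1.17.1 under Python 3.11.15 from correlations of log2 CPM. Network genes were read by eye from Figure 5B, and a name with several possible readings was used only where exactly 1 was listed. Types of lncRNAs were also looked up in a RefSeq annotation of another rabbit assembly, mOryCun1.1, from which no coordinates were used.

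The methods were tested on simulated data before use, and the tests of single genes on simulated counts. Of 200 genes changed by a log2 fold change of 3 among 15305, edgeR recovered 189 beyond a log2 fold change of 1 and 12 at the paper's thresholds. DESeq2 recovered 97.0% and 91.5%, with 46 and 2 wrong calls. The summed-count test recovered 98.0% at the paper's thresholds with 42 wrong calls. Camera, tested on normal values drawn independently for each gene, recovered 10 of 10 shifted sets among 50. As genes were not correlated there, this cannot show how camera performs on correlated genes.

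The alternatives tried were DESeq2 1.42.0 (the paper names 1.36.0), counts summed within groups and compared by an exact binomial test without replicate variance, scaling by DESeq2's size factors or by library totals alone, no low-count filter, at least 10 counts in every sample, edgeR's glmTreat against a log2 fold change of 2, the replicate number as a block, and each rabbit left out in turn. For gene sets they were limma's fry and an inter-gene correlation estimated from the data, and for clusters complete linkage, topological overlap with a signed adjacency to the power of 12, and 5 clusters. The pairing behind the block comes from the replicate numbers 1 to 5 in the sample labels. The animals of a pair are different rabbits, and only those numbered 1 to 3 occur in both groups. Sequencing batch, GC content and gene length were not examined because the values used carry none of them.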

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

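The lists of cell-type marker genes were written beforehand, but the decision to report them, and the tests of blood-forming lineages and of neutrophil genes, came after the gene set results were seen.

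The 73 comparisons of the 5 Perthes rabbits covered named genes, gene sets, marker lists, library totals and the share of the 10 highest genes. The gap between 1 rabbit and the nearest other exceeded 0.71 of the group's range in 10 of them, where chance gives 3.65. The comparisons share genes and are not independent. In 6 of the 10 the rabbit standing apart was Perthes rabbit 4. It was lowest for *GPNMB* (gap 0.889 of the range, with a log2 CPM of 8.29 against 11.96 to 12.4 in the other Perthes rabbits), for *FOLR2* (0.749), for *SMCO4* (0.740) and for the macrophage marker list (0.714). For that list its mean log2 CPM of 4.86 lay below the controls, at 4.91 to 5.12, while the other Perthes rabbits were at 6.43 to 7.05. It was highest for *HIF3A* (0.713) and for the activin receptor signaling set (0.897). A larger library is not a candidate cause, since the total of rabbit 4 was 1.01 times the median of the other Perthes rabbits. For a stronger inflammatory response in this rabbit the sets differ. The mean over inflammatory response genes without *IL6* was highest in rabbit 5, with a gap of 0.263 of the range, while rabbit 4 was the highest Perthes rabbit for the acute-phase response, IL-17 and cytokine receptor sets, so this cause was not excluded. A different share of macrophages in the tissue taken from this rabbit may be involved for *GPNMB* and *FOLR2*. The macrophage list was, however, seen to deviate together with them. Among the other marker lists, rabbit 4 was the highest Perthes rabbit for chondrocytes (10.56 against 8.04 to 9.18). It was the lowest for adipocytes (1.26 against 2.37 to 5.83) and osteoclasts (5.69 against 5.97 to 6.76). None of these gaps exceeded 0.71 of the range. In the remaining lists it lay within the range of the others, so a different make-up of its tissue was not settled. The design gives no condition that differs among the Perthes rabbits, so no biological explanation was tested. Without rabbit 4, the log2 fold change of *GPNMB* was 7.83, against 7.54 with all rabbits.

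Perthes rabbit 2 was nearest to the controls for *CPOX* (gap 0.730 of the range) and *CD5L* (0.889), and lowest for *KCNA1* (0.711), with 2 counts in a gene with at least 40 counts in each of the other 4. Perthes rabbit 1 was lowest for *ACP5* (0.745). At 28469720 and 27331725 counts the libraries of these rabbits were within the range of the others or slightly below it. No explanation was tested for these gaps.

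The paper does not report on cell types, and 8 of 13 lists of marker genes changed at an adjusted camera p below 0.05. Lower in Perthes rabbits were the lists of erythroid cells (mean log2 fold change -2.88, 18 of 18 genes lower, adjusted p = 7.88e-09 from limma's camera), the neutrophil lineage (-3.46, 12 of 12, 3.36e-06), megakaryocytes and platelets (-2.83, 10 of 11, 5.69e-06), B cells (-0.82, 12 of 15, 0.0168) and proliferating cells (-1.73, 19 of 19, 2.41e-13). Higher were the lists of macrophages (1.44, 9 of 11, 0.0211), osteoclasts (1.15, 10 of 10, 0.00256) and fibroblasts (0.93, 13 of 14, 0.00105). With the replicate number as a block 3 lists were higher and 6 lower. Other divisions of the 8 rabbits also gave as many. Counting the real division, 2 of the 8 that part the same-numbered rabbits gave at least 5 lower lists and 4 gave at least 3 higher lists. Of all 56 divisions, again counting the real one, 19 and 29 did. The numbers of changed lists are therefore not specific to the comparison of Perthes with control. With only 8 such divisions no share under 0.05 can be reached. When the correlation between genes was estimated from the data, 0 lists passed in either direction, and 0 at an unadjusted p below 0.05.

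A candidate explanation for the lower lists, and for the lower heme, B cell and bacterial defense sets, is fewer blood-forming cells in the sampled tissue. Of 4 lineages, 2 were lower in genes outside those sets, the erythroid list, which has 16 of its 18 genes outside them, and the megakaryocyte list, which shares none with them. As these genes lie outside the sets, their decrease (means of -2.88 and -2.83) goes with this explanation. It cannot show that the sets fell for the same reason. The neutrophil and B cell lists had fewer than 5 genes outside the sets, so this explanation was not settled. Scaling was not excluded as part of the cause for the bacterial defense set, whose decrease had an adjusted camera p of 0.0561. The heme and B cell sets had means of -1.73 and -0.68, and the lower lists had means from -3.46 to -0.82. The median over all genes was 0.025. As scaling moves all genes alike, these values argue against it as the source of the decrease in these sets and lists. With library totals alone the highest of the 3 set means was -0.78, but this scaling lowers the median of all genes by 0.09 and could only deepen the decrease. The decrease in proliferating cells and the increases in macrophages, osteoclasts and fibroblasts could reflect the same change in the make-up of the tissue, since every list is measured relative to all other genes of a library, and the levels per cell cannot be told apart from it.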

How the results depend on the processing

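Apart from those marked as added, the alternatives were chosen before the data were examined. The threshold of an adjusted p below 0.05 beyond a log2 fold change of 2, the terms of the authors' annotation, the hypergeometric overlaps with them, and the use of the thresholds at 1 and of the marker lists as results of their own were added after the data were seen. So were library totals alone for the gene sets, the summed counts for the network and for the clusters, and the fits of *IL6* and *AVP* without the low-count filter.

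At the paper's thresholds edgeR called 0 mRNAs and 0 lncRNAs in either direction. The same was found with size factors, library totals, no low-count filter, at least 10 counts in every sample, the replicate block, glmTreat against 2 and every fit that left out 1 rabbit. At an unadjusted p below 0.05, 308 mRNAs were higher and 512 lower beyond 2, with 29 and 37 lncRNAs, and glmTreat had 146 and 186, with 15 and 13. DESeq2 called 97 mRNAs higher and 92 lower, and 4 lncRNAs higher and 3 lower. All of those mRNAs were also called by edgeR beyond a log2 fold change of 1. The summed counts called 338 and 658 mRNAs, and 31 and 61 lncRNAs. Beyond 1 at an adjusted p below 0.05 edgeR called 612 and 986 mRNAs, and 33 and 42 lncRNAs. Beyond 2 at an adjusted p below 0.05, the added threshold, it called 226 and 374, and 24 and 25. In simulated counts edgeR recovered 6.0% of changes of 3 at the paper's thresholds and DESeq2 91.5%, so the method accounts for part of the gap.

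The counts beyond 1 also moved. DESeq2 called 940 mRNAs higher and 1277 lower, and 53 and 82 lncRNAs. The summed counts called 1283 and 1961, and 140 and 337. With at least 10 counts in every sample 9 lncRNAs were higher and 27 lower. With the replicate block, 0 mRNAs and 0 lncRNAs passed in either direction, against 899 and 1122 mRNAs and 45 and 127 lncRNAs at an unadjusted p below 0.05. Under the block only the rabbits numbered 1 to 3 inform the difference, and same-numbered rabbits did not deviate together (mean correlation -0.131). Across the 8 fits that each left out 1 rabbit, the counts ranged from 0 to 797 mRNAs higher, from 0 to 1274 lower, from 0 to 35 lncRNAs higher and from 0 to 113 lower. The zeros came from the fit without control rabbit 2, where 905 and 1338 mRNAs and 53 and 78 lncRNAs had an unadjusted p below 0.05. The cause was not tested. The share of lower mRNAs was 61.7%, and 71.1% with library totals alone, which moved the median of all genes by -0.09.

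For the 15 gene sets, 4 were higher and 3 lower, with 0 and 0 when the inter-gene correlation was estimated (0 and 0 at an unadjusted p below 0.05), 6 and 3 with fry, and 2 to 4 higher across the fits that each left out 1 rabbit. For the terms of the authors' annotation, 7 were higher and 5 lower. Fry gave 1 and 0 (6 and 8 at an unadjusted p below 0.05), the estimated correlation 0 and 0 (1 and 0), and leaving out 1 rabbit 4 to 8 lower. For the marker lists, 3 were higher and 5 lower. Fry gave 0 and 2 (2 and 4 at an unadjusted p below 0.05), and the estimated correlation 0 and 0 (0 and 0). The filter of at least 10 counts in every sample gave 3 lower, but left only 11 of the 13 lists to test. As 1 list became weaker under it, part of that drop was a list no longer tested. With the replicate block 4 sets were higher and 3 lower, and 9 terms higher and 5 lower. Other causes of these changes were not tested. Apart from fits that left out a rabbit, 72 values of single gene sets kept direction and side of 0.05, 5 became stronger, 10 weaker and 3 reversed. For single terms the numbers were 127, 4, 24 and 6, and for single marker lists 58, 2, 15 and 1.

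The mean log2 fold changes that reversed belong to sets, terms and lists whose adjusted p was above 0.05 in both fits. With the replicate block they were -0.64 for the acute-phase response set, -0.73 for the acute-phase response term and -0.0355 for the inflammatory response term. With at least 10 counts in every sample they were -0.0250 for the IL-17 set, 0.0542 for the TLR4 set, -0.0451 for the neuroactive ligand-receptor term, -0.0555 for the IL-17 term and 0.00990 for chemical carcinogenesis. With library totals alone they were -0.0530 for autophagy and -0.0657 for endothelial cells. Across the fits that each left out 1 rabbit, the means ranged from -0.40 to 0.72 for the acute-phase set, from -0.26 to 0.14 for the TLR4 set, from -0.27 to 1.51 for the acute-phase term, from -0.00330 to 0.0921 for autophagy, from -0.0580 to 0.41 for osteoblasts and osteocytes, from -0.0515 to 0.12 for endothelial cells and from -2.04 to 0.0717 for skeletal muscle. The higher acute-phase means rest largely on Perthes rabbit 4, as they fell to -0.40 for the set and -0.27 for the term without it. Without Perthes rabbit 2 the set was at -0.0041, near 0. The skeletal muscle mean rose above 0 only without control rabbit 3, whose mean log2 CPM of 1.95 was the highest of all rabbits. The other causes were not tested.

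Among the network mRNAs, 0 passed the paper's thresholds in edgeR (63 at an unadjusted p below 0.05 beyond 2), 8 in DESeq2, 72 in the summed counts and 50 at the added threshold. The 2 largest clusters held 84.7% of the genes beyond 1, with 57.7% by complete linkage, 99.7% by topological overlap, and 69.3% to 94.8% across 7 fits that each left out 1 rabbit. The fit without control rabbit 2 called no genes to cluster. The cause was not tested.

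The directions of the named genes did not change apart from *VEGFA* and *IGF1*. *VEGFA* had a log2 fold change of 1.11 and -0.054 with the replicate block, where Perthes rabbits 4 and 5 no longer inform the difference. *IGF1* had -0.03, which is near 0, with 0.43 under the block and -0.45 to 0.31 across the fits that each left out 1 rabbit. Of the other values of named genes outside those fits, 135 kept direction and side of 0.05, 3 became stronger and 32 weaker, 31 of them with the block. When 1 rabbit was left out, 234 were unchanged in this sense, 6 stronger and 97 weaker.

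The comparison of miRNAs between groups and its alternatives were not run, since no control library was analysed, and neither were those for the clusters at the paper's thresholds, where no gene was called. Depth limits *IL6*, *AVP*, *KCNA1* and *ASB5*, whose control libraries held 3 counts or fewer, to lower bounds of the fold.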

Differences from the paper's values

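The settings named below were set before the data were examined unless stated otherwise. The paper reports 369 upregulated DEGs and edgeR called 0 at its thresholds, with 308 beyond a log2 fold change of 2 at an unadjusted p below 0.05. The summed counts gave 338, which is within 1.5 times the paper's value. DESeq2, at 97, and edgeR beyond 1 at an adjusted p below 0.05, at 612, did not come within it, and neither did size factors, library totals, either filter, the replicate block, glmTreat or any fit without 1 rabbit, all at 0.

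The paper reports 658 downregulated DEGs and edgeR called 0 (512 at an unadjusted p below 0.05). The summed counts gave 658, and edgeR beyond 1 at an adjusted p below 0.05 gave 986, both within 1.5 times the paper's value. DESeq2 gave 92 and the other settings 0.

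The paper reports 32 upregulated and 45 downregulated DElncRNAs, and edgeR called 0 and 0 (29 and 37 at an unadjusted p below 0.05). The summed counts gave 31 and 61, and edgeR beyond 1 at an adjusted p below 0.05 gave 33 and 42, all within 1.5 times the paper's values. DESeq2 gave 4 and 3, and the other settings 0. With an adjusted p below 0.05 beyond a log2 fold change of 2, a setting chosen after seeing the values, edgeR called 226 and 374 mRNAs and 24 and 25 lncRNAs, of which the 24 upregulated lncRNAs are within 1.5 times the paper's value.

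For the log2 fold changes in the paper's supplementary table, 3727 genes could be matched, and 3691 of them had reads in both groups. Over these, the median absolute difference from the summed-count log2 ratio was 2.86e-05, with 96.97% of genes within 0.01, against 0.0921 from edgeR and 0.0920 from DESeq2. Of 727 supplementary genes past the paper's thresholds, 707 were past them in the summed counts and 138 in DESeq2, and 459 of the 637 tested by edgeR had an adjusted p below 0.05. The paper's methods name DESeq2, while the p and q columns of its supplementary table are labelled degseq. For the genes that could be matched, these fold changes and calls argue against DESeq2 with variation between rabbits as their source. Which tool gave the reported lists was otherwise not settled.

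The paper calls *IL6*, *BDKRB1*, *MYH6*, *NMU* and *AVP* differentially expressed. In edgeR their adjusted p-values were 0.0784, 0.0600, 0.0573, 0.158 and 0.136, the first and last without the low-count filter, a setting chosen after seeing the values. All of them passed in the summed counts except *AVP*, which had an adjusted p of 5.52e-05 there. In DESeq2 *BDKRB1* and *MYH6* had adjusted p-values of 0.00207 and 0.00520, *NMU* and *AVP* 0.0512 and 0.0774, and *IL6* none. Over all settings but the summed counts, the adjusted p ranged from 0.00207 to 0.206 for *BDKRB1*, from 0.00520 to 0.171 for *MYH6*, from 0.0512 to 0.753 for *NMU* and from 0.0630 to 0.681 for *AVP*. For *IL6* it ranged from 0.0472, without Perthes rabbit 4, to 0.225. Below 0.05 were also *BDKRB1* without Perthes rabbit 2 and without control rabbit 3, and *MYH6* without Perthes rabbit 4. None of these fits came below 1e-05.

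The paper states that upregulated DEGs were enriched in the acute-phase response, the inflammatory response, cytokine-cytokine receptor interaction and the IL-17 pathway, and downregulated DEGs in defense response to bacterium. The tests of these terms and their overlaps were chosen after seeing the values. Over all tested genes their camera p-values, adjusted over the terms, were 0.825, 0.636, 0.564, 0.564 and 0.140. Genes called from the summed counts overlapped all 5 of these terms at adjusted hypergeometric p-values of 2.32e-04, 0.00914, 3.24e-05, 0.00412 and 1.10e-07. None of the alternatives to camera's main setting brought these terms below 0.05. The gene sets written by hand for the same subjects did so in part. The inflammatory response set had an adjusted camera p of 0.0480 (from 0.00296 to 0.363 over the alternatives), and the cytokine and IL-17 sets passed only with fry, at 0.0341 (up to 0.407 in other settings) and 0.0376 (up to 0.806). The set for defense response to bacterium ranged from 0.0197, without Perthes rabbit 1, to 0.374, and passed with at least 10 counts in every sample and in 5 of the 8 fits without 1 rabbit. The acute-phase set passed in none. Other terms that the paper reports and that missed 0.05 in camera include B cell activation (0.0746), chemical carcinogenesis (0.140) and the TLR4 pathway (0.384). Their adjusted hypergeometric p-values were 0.185, 0.165 and 0.425 in the edgeR list and 6.40e-04, 2.47e-04 and 0.0279 in the summed counts. The B cell and TLR4 sets written by hand had adjusted camera p-values of 0.00269 and 0.810. The paper states that cluster genes were enriched in the autophagy pathway, for which the genes called by edgeR beyond 1 gave an adjusted hypergeometric p of 0.210, those called from the summed counts 0.249, and camera a p of 0.987.

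The paper places clusters high in controls under the label G2 and reports for G2 terms that its Figure 3C and its discussion give to G6, which it describes as higher in Perthes rabbits. The terms proteolysis and lysosome had mean log2 fold changes of 0.37 and 0.69, higher in Perthes rabbits. The paper describes G1 as highly expressed in all controls and enriched in phagosome, cell adhesion molecules, cholesterol metabolism and rheumatoid arthritis, whose means were 0.28, 0.23, 0.38 and 0.66, higher in Perthes rabbits, with no overlap with lower mRNAs above chance. The paper describes G2 in its discussion as higher than the control group and as related to bacterial resistance, while the bacterial defense term had a mean of -0.94.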

Other observations

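The tests of the library of rabbit 4, of blood-forming lineages, of muscle genes and of lncRNA types, and the division count for the empty list at the paper's thresholds, were chosen only after the result was seen, as were the patterns in the terms of the authors' annotation.

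The number of calls was compared with other divisions of the 8 rabbits into 5 and 3. For the counts beyond a log2 fold change of 1, 1 of the 8 divisions that part the same-numbered rabbits, the real one, gave as many higher mRNAs as the 612 observed, 1 of 8 as many lower mRNAs as the 986, and 1 of 8 as many lncRNAs as the 75. The same was true among all 56 divisions, where the others gave at most 2 higher mRNAs, 3 lower mRNAs and 0 lncRNAs. The other divisions place at least 1 rabbit of each condition in the same group. The count of 0 at the paper's thresholds was reached by 8 of 8. For the gene sets, 3 of 8 divisions gave at least 3 lower sets and 1 of 8 at least 4 higher sets, and among all 56 the numbers were 16 and 9. As many lower sets are therefore common among divisions that do not follow the disease, and as many higher sets occur in some of all 56 but in none of the other 7 that part the same-numbered rabbits. With 8 divisions no share under 0.05 is possible, so chance cannot be told apart by them. Over all 56, which ignore the replicate numbers, 1 in 56 is a share under 0.05 for the numbers of changed genes, and the shares for the sets are above it.

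The 996 mRNAs called from the summed counts were also matched by 1 of 8 divisions, the real one, and the other 55 gave between 72 and 832 calls (median 129). A candidate explanation for part of these calls is variation between rabbits of one group, which the summed counts leave out. Dividing the 5 Perthes rabbits alone into 3 and 2 carries no difference in condition. At the paper's thresholds the summed counts gave a median of 210.5 calls over 10 such divisions (from 120 to 347). Beyond a log2 fold change of 1, edgeR called none in 9 of them and at most 1 in the other. Groups of 3 and 2 may be too small for edgeR, which also called 0 in the real comparison without control rabbit 2. Its few calls therefore decide little here. Of the 338 mRNAs called higher from the summed counts, 26.3% had more than 50% of the Perthes counts in one rabbit, most often rabbit 4 with 47 genes, followed by rabbit 1 with 23.

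More mRNAs fell than rose beyond 1. Over 50% were lower under each scaling alternative. Scaling by library totals alone raised the share from 61.7% by 9.44 percentage points, nearly as much as it exceeds 50%, so a difference in library composition cannot be ruled out as part of the cause. Groups did not overlap in 3851 of 15305 genes (25.2%, against 3.57% by chance), and in 2195 of the 2307 genes with an adjusted p below 0.05 in edgeR.

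The high *IL6* count of Perthes rabbit 4 came with 9739 counts of *VEGFA*, against 1753 to 6605 in the other Perthes rabbits, and 1138 of *IL1B*, against 52 to 142. The library total of rabbit 4 was 1.01 times the median of the others, and its mean over 44 inflammatory response genes without *IL6* was 4.53 log2 CPM, within the 4.34 to 4.83 of the others, with rabbit 5 highest and a gap of 0.263 of the range. Rabbit 4 was, however, the highest Perthes rabbit for the acute-phase response set (6.21 against 4.51 to 5.09), the IL-17 set (4.49 against 3.41 to 3.97) and the cytokine receptor set (4.10 against 3.73 to 3.93), none with a gap above 0.71 of the range. A larger library is therefore not a likely source of the *IL6* value, while a stronger inflammatory response in this rabbit cannot be excluded. A stage of disease that differs between rabbits might be one, but the design gives no time for each rabbit and this was not tested.

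The lower bacterial defense, B cell activation and heme sets were weighed against 3 explanations. With library totals alone in place of TMM, the highest of their means was -0.78. As this scaling lowers all genes alike, it could not have removed the decrease. A scaling error would move all genes alike, but the median log2 fold change of all genes was 0.025 with TMM. The heme and B cell sets were at -1.73 (15 of 15 genes lower) and -0.68 (23 of 29), and the lysosome set at 1.19. These values argue against scaling as the source of the decrease in the heme and B cell sets. Both kept an adjusted camera p below 0.05 with library totals, but not with the estimated inter-gene correlation. Bacterial defense lay at -1.40, but with 17 of 26 genes lower and an adjusted camera p of 0.0561 its decrease was itself uncertain. Scaling was therefore not excluded for it. Without the neutrophil marker genes, the bacterial defense set had a mean of -0.39 with 9 of 18 genes lower, against -1.40 with them. The annotated bacterial defense term went only from -0.94 to -0.72, with 20 of 37 genes lower. Genes of the neutrophil lineage may therefore carry much of the difference in the set written by hand, but less of it in the annotated term. Of 4 blood-forming lineages, 2 were lower in genes outside the sets and the others had too few such genes, so fewer blood-forming cells in the sampled tissue cannot be told apart from regulation within cells. The erythroid marker list fell in all 18 genes. A smaller blood-forming compartment after the blood supply was obstructed is a hypothesis that would cover the heme, platelet and neutrophil genes together.

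Histone genes fell as a group. Of 59 tested, 56 were lower in Perthes rabbits, with a mean log2 fold change of -1.70, although reads shared among near-identical copies make single histone genes uncertain. Without histone genes, the unadjusted camera p was 0.227 for viral carcinogenesis, 0.9898 for systemic lupus erythematosus and 0.853 for alcoholism, pathways that had means of -0.35, -0.75 and -0.66 with them. The histone genes that these pathways share may therefore be the source of their decrease. Together with the lower proliferating-cell list (19 of 19 genes), a smaller share of dividing cells is a hypothesis for this decrease, and it was not tested apart from that list.

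Skeletal muscle marker genes were at a mean log2 CPM of 1.95 in control rabbit 3 and between -0.94 and -0.02 in the other 7 rabbits. Neighbouring muscle carried over at sampling would be a candidate explanation. The SD of this list within groups ranked 6 of 13 lists, below those of the neutrophil, erythroid, adipocyte, megakaryocyte and chondrocyte lists. This SD pools both groups, and a list can rank high by spread among Perthes rabbits. The rank therefore cannot decide whether muscle was carried over in control rabbit 3. With each rabbit left out in turn its mean log2 fold change ranged from -2.04 to 0.07.

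The authors' table types 15 genes with a symbol of their own as lncRNAs, *HIF3A* among them. If the annotation were the cause, many would be protein coding in the annotation of another assembly, but 0% of the 14 that could be matched by identifier were. The identifier of *HIF3A* is not among those matched, and the symbol *HIF3A* is listed there as protein coding, so for this gene the type may depend on the annotation. Of 807 lncRNAs matched in all, 53 are protein coding there.

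*ocu-miR-12093-3p*, for which the paper reports 293 potential targets, had 5, 0 and 0 reads in Perthes rabbits 1 to 3, ranking 760 of 866 by mean share. *ocu-miR-574-5p* had 7401, 4919 and 5433 reads and *ocu-miR-324-3p* 59, 44 and 13.

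*VEGFA*, which the paper discusses from earlier studies, had 156 ± 130 CPM (SD, n = 5) in Perthes rabbits and 72.2 ± 22.3 CPM (SD, n = 3) in controls (adjusted p = 0.259 from edgeR). *IGF1* had 185 ± 85.5 CPM (SD, n = 5) and 189 ± 113 CPM (SD, n = 3) (adjusted p = 0.974 from edgeR). The acid phosphatase gene *ACP5* had a log2 fold change of 0.36 (adjusted p = 0.592 from edgeR), within the spread between rabbits, while the list of 10 osteoclast markers to which it belongs rose in all 10.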
